# A phenotypic *Caenorhabditis elegans* screen identifies a selective suppressor of antipsychotic-induced hyperphagia

**DOI:** 10.1038/s41467-018-07684-y

**Published:** 2018-12-10

**Authors:** Anabel Perez-Gomez, Maria Carretero, Natalie Weber, Veronika Peterka, Alan To, Viktoriya Titova, Gregory Solis, Olivia Osborn, Michael Petrascheck

## Abstract

Antipsychotic (AP) drugs are used to treat psychiatric disorders but are associated with significant weight gain and metabolic disease. Increased food intake (hyperphagia) appears to be a driving force by which APs induce weight gain but the mechanisms are poorly understood. Here we report that administration of APs to *C. elegans* induces hyperphagia by a mechanism that is genetically distinct from basal food intake. We exploit this finding to screen for adjuvant drugs that suppress AP-induced hyperphagia in *C. elegans* and mice. In mice AP-induced hyperphagia is associated with a unique hypothalamic gene expression signature that is abrogated by adjuvant drug treatment. Genetic analysis of this signature using *C. elegans* identifies two transcription factors, *nhr-25*/Nr5a2 and *nfyb-1*/NFYB to be required for AP-induced hyperphagia. Our study reveals that AP-induced hyperphagia can be selectively suppressed without affecting basal food intake allowing for novel drug discovery strategies to combat AP-induced metabolic side effects.

## Abstract (web summary)

The molecular pathway(s) driving antipsychotics (AP) induced hyperphagia remains unclear. A novel *C. elegans* system is used here to screen for FDA approved drugs that selectively suppresses this response, unraveling potential molecular mediators influencing AP induced hyperphagia in mouse models.

## Introduction

Many commonly prescribed medications have the unwanted side effect of weight gain^1–3^. While the magnitude of the effect varies depending on the drug and between individuals, antipsychotic (AP) drugs are associated with some of the most severe effects on weight gain^4^. Approximately 4 million people in the USA are currently prescribed AP medications to manage a range of illnesses such as schizophrenia and bipolar disorder^2,5,6^. More recently, the use of APs has been extended to cover a wide range of psychiatric conditions including off-label use in depression, anxiety, dementia, insomnia and, post traumatic stress disorder^6,7^. While first generation APs, discovered in the 1950s, revolutionized psychiatric healthcare by treating hallucinations and delusions, they were also associated with unwanted side effects including movement disorders and weight gain^8^. Second generation APs are more effective in treating the complex aspects of psychiatric condition and cause over-all less side effects. However, treatment with second generation APs leads to an even greater weight gain compared to first generation APs along with a high risk of development of associated metabolic disease^9,10^. Notably, the incidence of diabetes among second generation AP users is four times higher than age-matched, race-matched, and sex-matched controls^2^. Metabolic side effects are also the most commonly reported reason for non-compliance with second generation AP medication^11^. Meta-analysis of the weight gain potential of various APs drugs revealed that 41% of patients taking olanzapine experienced clinically significant increase in body weight compared with 20% for clozapine or 23% for quetiapine^12^. While olanzapine has the highest risk for weight gain, it is also regarded as one of the most clinically effective medications^13^ but this efficacy at treatment of psychosis must always be balanced with the likelihood of weight gain and subsequent metabolic side effects.

Excessive food intake, termed hyperphagia, appears to be a driving force by which APs induce weight gain^1,14,15^. Studies have found that APs are associated with increased appetite and food craving^15–17^, especially for sweet and fatty highly palatable foods^18^. Feeding behavior is a highly complex process involving signaling between peripheral tissues and the hypothalamus, integrating signals in the central nervous system. This complex regulation has made identifying the mechanism by which APs induce aberrant feeding behavior particularly difficult. Correlative pharmacological studies determining binding profiles of APs suggest some of their weight gain effects may be driven through their complex serotonergic, histaminergic and dopaminergic receptor binding activities^19^. However, there is still a general lack of understanding of the specific mechanisms underlying their potent metabolic side effects^20^.

Feeding is key to survival, and while nutritional demands vary considerably across different metazoans, they all rely on essentially the same macronutrients such as carbohydrates, fats and amino acids to satisfy energy demands. Therefore, it is likely that many aspects of feeding are regulated by core ancestral mechanisms. AP-induced hyperphagia is a complex behavior involving both physiological and behavioral changes that cannot be replicated in cell culture systems and require a whole animal model. Pre-clinical rodent models have been established that replicate the weight gain effects of AP-treated human patients but are not suited for a screening based approach^21^.

Here we report that administration of APs to the small nematode *C. elegans* induces hyperphagia by a mechanism that is genetically distinct from normal, unstimulated food intake, termed basal feeding. We exploit this observation to screen 192 drugs for those that selectively suppress AP-induced hyperphagia. Follow up testing in mice shows that minocycline, an adjuvant drug identified in the *C. elegans* screen, blocks AP-induced hyperphagia, weight gain, and AP-induced hypothalamic gene expression in mice. As in *C. elegans*, the mouse data reveal the existence of a distinct hyperphagic mechanism that can be selectively suppressed without affecting basal feeding. Minocycline has also shown efficacy in reducing weight gain in response to AP treatment in clinical studies where only 40% of the co-treated group gained any weight at all compared with 100% in the control group^22^. Our discovery based and hypothesis-free *C. elegans* screening strategy facilitates the identification of other potential adjuvant options, as well as gain deeper mechanistic understanding in to the mode of action of effective adjuvants like minocycline.

## Results

### APs induce hyperphagia in *Caenorhabditis elegans*

*C. elegans* eat bacteria and feeding can be accurately determined by measuring the change in bacterial concentration over time (Fig. 1a). Using our *C. elegans* based 96-well plate food-intake assay^23^, we determined that various classes of drugs, including antihistamines, tricyclic antidepressants, and APs, known to induce hyperphagia in human patients^10,24^, also result in significantly increased food intake in *C. elegans* (Table 1). We tested a variety of APs (including first and second generation classes) known to induce weight gain to various degrees in human patients^4^ and measured the effect of these drugs on food intake in *C. elegans*. Remarkably, 9 out of 12 (75%) APs tested induced hyperphagia in *C. elegans* (Table 1). We determined EC_50_ values in vivo for the APs that induced hyperphagia in *C. elegans* obtaining values ranging from ~40 nM for the newest APs asenapine and ziprasidone to ~36 μM for the AP olanzapine (Fig. 1b, Table 1). Of note, APs induced hyperphagia in *C. elegans* even when fed γ-irradiated (dead) bacteria suggesting the AP-induced hyperphagic effect was not due to an interaction with the bacteria. Taken together, these results show that the hyperphagic side effects of many psychotropic drugs are also observed in *C. elegans*. These data suggest that *C. elegans* can be used as a model organism to investigate the mechanisms behind AP-induced changes in feeding behavior.

**Fig. 1:**
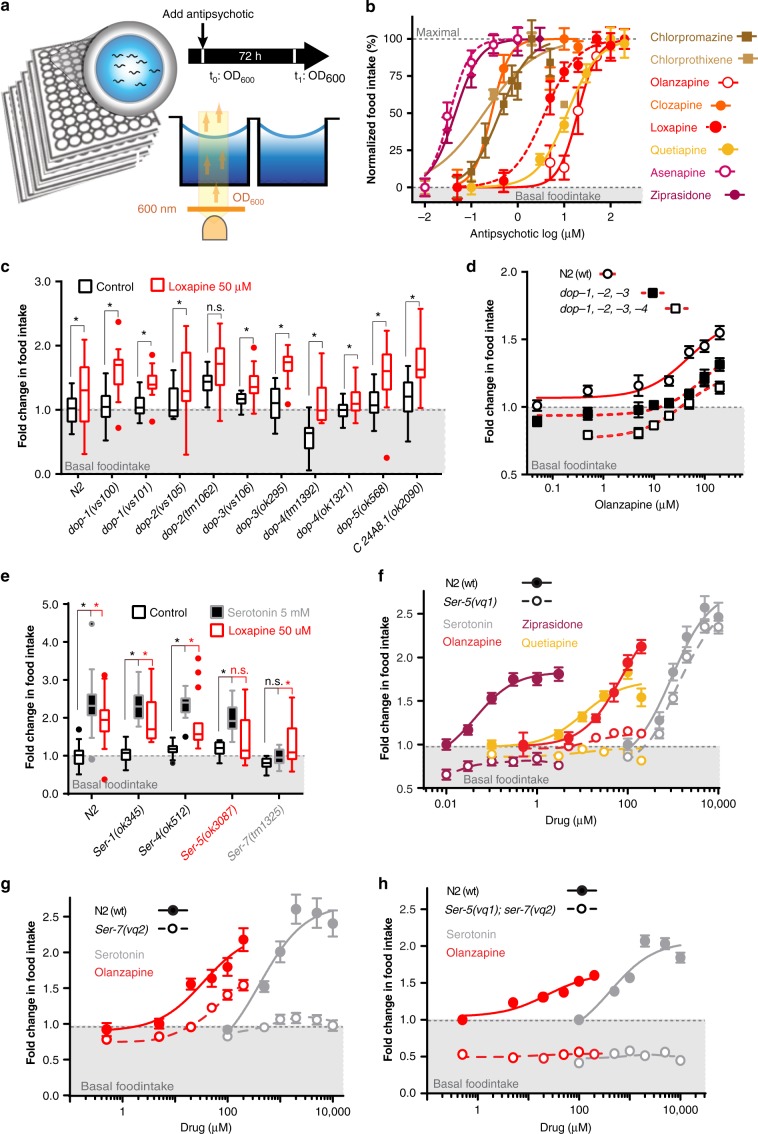
AP administration results in hyperphagic response in *C. elegans*. **a** Schematic diagram of *C. elegans* based food intake assay. **b** EC_50_s of effect of various APs on food intake in *C. elegans*. **c** Food intake response of various *C. elegans* strains with single mutations or **d** triple/quadruple mutations in dopamine and serotonin signaling pathways compared with N2 (wild type) worms. **e** Comparison of food intake response in serotonin receptor mutants (*ser-1, ser-4, ser-5,* and *ser-7*) after either AP administration or serotonin administration. **f** Food intake response in a Crispr/Cas9 knock out strain *ser-5(vq1)* or N2 worms after treatment with various APs (olanzapine, ziprasidone, quetiapine) or serotonin as a hyperphagic control stimulus. **g** Food intake response in a Crispr/Cas9 knock out strain *ser-7(vq2)* or N2 worms after treatment with olanzapine or serotonin as a hyperphagic control stimulus. **h** Food intake response of *ser-5(vq1)*; *ser-7(vq2)* double knockout or N2 worms after treatment olanzapine or serotonin as a hyperphagic control stimulus. Error bars in dose response plots (**b**, **d**, **f**, **g**, **h**) represent +/− S.E.M of 14-21 replicate wells with 5–15 animals each. **c** and **e** are Tukey style plots with the box representing the upper and lower quartile. Asterisks (*) represent *p* < 0.05 (ANOVA, Holm-Sidak corrected), n.s., not significant. Data (**c**–**f**) expressed as mean fold change in food intake relative to food intake of untreated N2 (wild-type) *C. elegans* assayed in parallel. For number of animals and P values see Supplementary Data 2. Source data are provided as a Source Data file

**Table 1:** Comparison of weight gain side-effect of various drugs in human patients with effect on food intake in *C. elegans*

Class	Drug	Brand name	Weight gain in humans	Effect on food intake in *C. elegans*	In vivo EC_50_ µM	Ref.
Antihistamine	Terfenadine	Seldane	Intermediate	Hyperphagia	N.D	^2, 19^
Antihistamine	Cyproheptadine	Periactin	Intermediate	Hyperphagia	N.D	^2, 19^
Antidepressant	Mianserin	Tolvon	Intermediate	Hyperphagia	N.D	^1– 3^
Antidepressant	Amitriptyline	Elavil	Intermediate	Hyperphagia	N.D	^1– 3, 8^
1st generation AP	Chlorpromazine	Thorazine	Substantial	Hyperphagia	0.43	^4, 8, 9, 12, 19^
1st generation AP	Chlorprothixene	Taractan	no reports found	Hyperphagia	N.D	N/A
1st generation AP	Flupenthixol	Depixol/Fluanxol	low	Hyperphagia	N.D.	^4, 12^
1st generation AP	Haloperidol	Haldol	low	No effect	N.A.	^4, 8, 9, 12, 19^
1st generation AP	Loxapine	Loxitane	low	Hyperphagia	5.7	^4, 8^
2nd generation AP	Clozapine	Clozaril	substantial	Hyperphagia	2	^1, 2, 4, 8, 9, 12, 19^
2nd generation AP	Olanzapine	Zyprexa	Substantial	Hyperphagia	36.9	^1, 2, 4, 8, 9, 12, 19^
2nd generation AP	Quetiapine	Seroquel	Intermediate	Hyperphagia	11.6	^4, 8, 9, 12, 19^
2nd generation AP	Risperidone	Risperdal	Intermediate	No effect	N.A	^1, 4, 8, 9, 12^
2nd generation AP	Lurasidone	Latuda	Neutral/low	No effect	N.A.	^4, 8, 9, 19^
2nd generation AP	Asenapine	Saphris/Sycrest	Low	Hyperphagia	0.03	^4, 8, 9, 19^
3rd generation AP	Aripiprazole	Abilify	Neutral/low	No effect	N.A.	^2, 4, 8, 9, 12, 19^
3rd generation AP	Ziprasidone	Geodon	Neutral/low	Hyperphagia	0.05	^1, 2, 4, 8, 9, 12, 19^

### AP-induced hyperphagia is distinct from basal food intake

Due to the established role of dopamine^25^ and serotonin^26^ in the regulation of appetite, it has been speculated that weight gain may be an on-target side-effect inextricably linked to the therapeutic effect of APs. We used *C. elegans* strains with mutations in dopaminergic and serotonergic receptors to determine the role of these signaling pathways in AP-induced hyperphagia.

AP treatment in all single dopamine receptor mutants resulted in a hyperphagic response similar to that of wild type (N2) animals (Fig. 1c). To account for the possibility of redundant receptor action we also assayed triple and quadruple dopamine receptor mutants for their response to APs. Untreated triple and quadruple dopamine receptor mutants ate less than wild type N2 animals, confirming the role of dopamine in basal food intake, but responded to APs similar to wild type animals (Fig. 1d). Thus, dopaminergic receptors play a role in the regulation of basal food intake, but are dispensable for the AP-induced hyperphagic effect.

While AP treatment in single serotonin receptor mutants *ser-1(ok345)*, *ser-4(ok512)*, and *ser-7(tm1325)* elicited a similar hyperphagic effect observed in wild type (N2) animals (Fig. 1e), the *ser-5(ok3087)* mutant showed a severely blunted hyperphagic response. We then ablated the entire *ser-5* coding region to generate *ser-5(vq1)* knockout worms. These animals also did not elicit a hyperphagic response to AP treatment (Fig. 1f). To determine if these *ser-5(ok3087)* and *ser-5(vq1)* mutant animals have a general feeding defect or if they remain capable of mounting a hyperphagic response, we measured their food intake response to serotonin treatment, a potent hyperphagic signal in *C. elegans*^27^. Their hyperphagic response to serotonin was indistinguishable from wild type animals, showing this receptor to be specifically required for AP-induced hyperphagia (Fig. 1e, f). Interestingly, *ser-7* mutants elicited a hyperphagic response to AP treatment but did not respond to serotonin (Fig. 1e). We also generated a *ser-7(vq2)* knock out strain and tested its response to both serotonin and APs. The *ser-7(vq2)* strain did not respond to serotonin, but treatment with APs resulted in a strong hyperphagic response, albeit slightly less than in the N2 strain (Fig. 1g). We also generated a double knockout *ser-5(vq1); ser-7(vq2)* strain that, as expected, did not respond to either serotonin or APs (Fig. 1h). These genetic data show that in *C. elegans*, AP-induced hyperphagia is based on a specific mechanism that is distinct from basal feeding. To determine if APs induce a similar, selective hyperphagic mechanism in mammals, we decided to screen *C. elegans* for a selective suppressor drug of AP-induced hyperphagia that then can be tested in mice.

### A screen for chemical suppressors of AP-induced hyperphagia

An ideal adjuvant drug would block the hyperphagic and weight gain effects of APs without affecting basal food intake. To provide a rapid potential path to clinical translation we chose to start by screening FDA approved drugs for their ability to suppress AP-induced hyperphagia. We screened 192 drugs in combination with the AP loxapine and measured food intake after 72 h (Fig. 2a, Supplementary Data 1). We chose loxapine to induce hyperphagia because it is one of the few water soluble APs and therefore allows minimizing the DMSO concentration. Minimizing DMSO proved critical for the screen as DMSO concentrations above 0.7% affect *C. elegans* feeding (data not shown). Each drug was ranked based on its ability to suppress AP-induced hyperphagia (Fig. 2b). We excluded drugs that directly lysed bacteria in the absence of worms, those with established anthelmintic activity or those that caused the worms to phenotypically appear sick (thin, immobile), indicative of drug toxicity. This primary screen identified 5 adjuvant candidate drugs, theophylline, idoxuridine, vemurafenib, doxycycline and scopine to suppress AP-induced hyperphagia (Fig. 2b). For each of these 5 primary hits we ordered a new independently synthesized sample and re-tested the effect of the drug on feeding behavior in *C. elegans*. Doxycycline, scopine and vemurafenib all suppressed AP-induced hyperphagia while new samples of theophylline and idoxuridine did not replicate the effect observed in the screen (data not shown), suggesting they were false positives. Alternatively, the abrogation of AP-induced hyperphagia by the original samples of theophylline and idoxuridine could be the result of a degradation product in the library rather than the original compound.

**Fig. 2:**
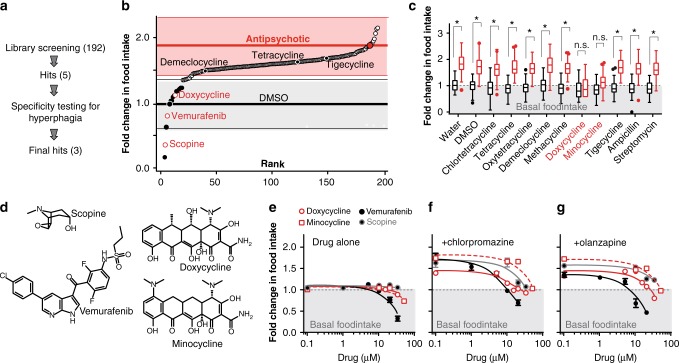
*C. elegans* based screen of FDA-approved drugs for potential adjuvant to block AP-induced hyperphagia. **a** Diagram of screening process. **b** Food intake based screen of 192 compounds in *C. elegans* in the presence of 50 µM of the AP loxapine (See Supplementary Data 1 and 2 for details). **c** Tukey style plot representing effects on food intake of various antibiotics alone (33 µM, black) or in combination with the AP loxapine (50 µM, red). **d** Structural comparison of primary hits identified from *C. elegans* based food intake screen. **e** Effect of primary hits on basal food intake in the absence of AP. **f** Effect of primary hits on chlorpromazine-induced hyperphagia. **g** Effect of primary hits on olanzapine-induced hyperphagia. Error bars in **e**–**g** represent +/− S.E.M. Food intake was measured using the bacterial clearance assay,^23^ feeding dead, γ-irradiated bacteria. Data expressed as mean fold change in food intake relative to untreated N2 (wild-type) after 72 h. Asterisks (*) represent *p* < 0.05 (ANOVA, Bonferroni corrected), n.s. not significant. Source data are provided as a Source Data file

The identification of a positive hit for a tetracyclic antibiotic (doxycycline) in our screen prompted us to re-consider the possibility that the effect on AP-induced hyperphagia was due to antibiotic activity, despite the use of γ-irradiated (dead) bacteria in the screen. We therefore tested eight structurally related tetracycline antibiotics and two other classes of antibiotics (ampicillin and streptomycin) for their ability to suppress AP-induced hyperphagia. Only doxycycline and minocycline blocked AP-induced hyperphagia, while six other structurally related tetracyclines did not suppress feeding, indicating a mechanism unrelated to their antibiotic properties (Fig. 2c).

We next tested whether these potential adjuvant candidates (doxycycline, minocycline, scopine, and vemurafenib, Fig. 2d) had any effect on basal feeding. Vemurafenib, an anticancer drug, decreased basal food intake, suggesting a non-specific effect on all forms of feeding, while minocycline, doxycycline, and scopine showed no effect on basal feeding unless used at high concentrations (Fig. 2e). We then tested if their abrogation of AP-induced hyperphagia was specific to loxapine or applicable to broader classes of APs including chlorpromazine (Fig. 2f) and olanzapine (Fig. 2g). All four drugs were efficacious in blocking hyperphagia induced by chlorpromazine (Fig. 2f) while scopine appeared to be less effective than the other three drugs in suppressing olanzapine-induced hyperphagia (Fig. 2g). Taken together, these data suggested that minocycline and doxycycline were the strongest adjuvant candidates as they had little effect on basal feeding behavior and suppressed AP-induced hyperphagia across a range of APs tested.

Minocycline is approved for the treatment of acne but was found to also exert anti-inflammatory, anti-oxidant and anti-apoptotic effects independent from its anti-microbial activity^28^. Minocycline crosses the blood brain barrier^29^ and has been investigated in many neurological diseases^30,31^ including psychiatric disease, with some, but not all, studies noting a reduction in weight gain (see discussion)^32^. Based on the superior safety profile and a lower HMIS hazard rating for minocycline compared to doxycycline (HMIS: hazardous material identification system), as well as the literature suggesting a therapeutic potential for minocycline in psychiatric disease, we selected minocycline as the top candidate to evaluate its ability to suppress AP-induced hyperphagia in mice.

### Minocycline suppresses AP-induced hyperphagia in mice

To test the ability of minocycline to suppress AP-induced hyperphagia in mammals we used a well-established mouse model to replicate AP-induced hyperphagia and weight gain^33,34^. This experimental mouse model incorporates olanzapine (54 mg/ kg) into a high fat diet that is fed to female *C57BL/6* mice^34^. In this model, co-treatment of minocycline suppressed olanzapine-induced hyperphagia and body weight gain after 1 week of feeding (Fig. 3a, b) and persisted throughout the chronic study (Fig. 3c). EchoMRI measurement of body composition showed that co-treatment with minocycline significantly suppressed the olanzapine-induced increase in fat mass (Fig. 3d), while lean mass remained unchanged between treatment groups (Fig. 3e). Importantly, minocycline treatment alone had no effect on weight gain and hyperphagia in the absence of olanzapine. Thus, minocycline did not act as a general weight loss drug, but selectively suppressed olanzapine induced hyperphagia and weight gain without affecting other homeostatic feeding mechanisms. While closely related antibiotics to minocycline had no effect on AP-induced food intake in worms we also tested for their potential to abrogate AP-induced food intake in mice. Co-treatment of tetracycline with olanzapine (TETRA + OLZ) did not blunt olanzapine-induced food intake or weight gain (Supplementary Fig. 2A-C). Therefore, we conclude that minocycline suppression of AP-induced food intake and weight gain is via a mechanism distinct from its antibiotic properties as closely related antibiotics do not suppress AP-induced food intake or weight gain.

**Fig. 3:**
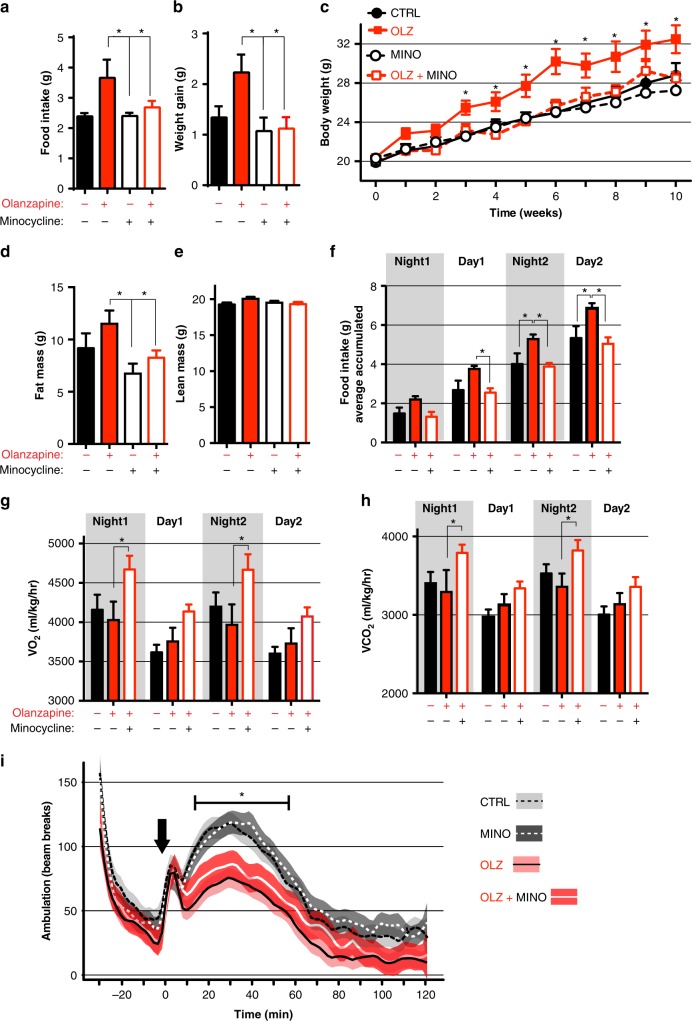
Co-administration of minocycline in mice prevents olanzapine-induced hyperphagia and weight gain. **a** Food intake and (**b**) Body weight after 1 week of treatment. **c** Chronic administration of minocycline (MINO) prevents olanzapine-induced (OLZ) weight gain. **d**, **e** EchoMRI measurements of fat mass (**d**) and lean mass (**e**). **f**–**h** Metabolic chamber analysis of food intake (**f**), and oxygen consumption (VO_2,_ **g**) and carbon dioxide production (VCO_2_, **h**). **i** Plots locomotion as a function of time before and after amphetamine administration (black arrow). Amphetamine induced a significant increase in locomotor activity that was attenuated by OLZ treatment. Co-treatment with MINO did not affect the ability of OLZ to suppress amphetamine-induced locomotor activity. For **a**–**f**, data are presented as mean per group +/− S.E.M. **a**–**e**. *n* = 10 per group, **f**–**h**. *n* = 4 per group in metabolic chambers, **i** *n* = 12 per group. **a**–**b**, **d**–**e** *p < 0.05, One-way ANOVA with uncorrected Fishers LSD test. **c**, **f**–**h**, **i** *p < 0.05 indicates significance using Two-way repeated measures ANOVA with Tukey multiple comparisons test. **i** Shaded background indicates 95% confidence interval or each cohort. Source data are provided as a Source Data file

To characterize the long term effects of olanzapine treatment and their supression by minocycline co-treatment, mice were transferred to metabolic chambers at week 11 of our study. At this time, minocycline co-treatement still suppressed the hyperphagic effect of olanzapine (Fig. 3f). In addition, minocycline co-treatment increased oxygen consumption and carbon dioxide production (Fig. 3g, h) indicating increased energy expenditure compared with olanzapine treatment alone. As observed in other rodent studies, olanzapine treatment results in decreased activity^35,36^, however minocycline treatment did not have any additional effect on activity levels (Supplementary Fig. 1A-B). There were no differences in respiratory exchange ratio (RER) (Supplementary Fig. 1C) or levels of inflammatory cytokines or gut-derived peptides between treatment groups (Supplementary Fig. 1D).

It has been previously speculated that the metabolic side-effects may be inextricably linked to the therapeutic effect of APs^37^. To determine if co-treatment with minocycline impaired the therapeutic efficacy of olanzapine we used a standard test for antipsychotic efficacy in mice (amphetamine-induced hyperlocomotion)^38–40^. As expected, amphetamine treatment resulted in hyperactivity that was blunted by olanzapine treatment (Fig. 3i). Importantly, co-treatment with minocycline did not reduce the ability of olanzapine to supress amphetamine-induced hyperlocomotion (Fig. 3i), suggesting minocycline specifically supresses the metabolic side effects of olanzapine without affecting antipsychotic efficacy.

### An AP-induced hypothalamic gene expression signature

In mammals the hypothalamus integrates peripheral metabolic signals to regulate feeding behavior. To gain mechanistic insights into how minocycline blocks AP-induced hyperphagia we determined gene expression changes in the hypothalamus by RNA-seq in control mice (no drug treatment), mice treated with olanzapine alone, or in mice co-treated with olanzapine and minocycline. 

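Hypothalamic RNA was sequenced from female C57BL/6 mice kept for 12 weeks, from 10 weeks of age, on a high fat diet with 45 kcal% from fat. CTRL mice received the diet alone. OLZ mice received the antipsychotic olanzapine at 54 mg per kg of diet. OLZ+MINO mice received the same diet with minocycline, a tetracycline antibiotic, at 0.6 mg/mL in the drinking water. Each group held 4 mice, and each mouse gave its own TruSeq library (n = 4 libraries per group). Libraries of 4 mice given minocycline alone (MINO) are in a second table. The authors mapped the reads to the mouse transcriptome with Bowtie2, counted them per gene with RSEM and analyzed them with limma. The deposited values are whole numbers but not raw counts, since the values of the CTRL libraries are higher in the second table by a constant factor, 1.0048 to 1.00615 depending on the library. They are called scaled counts here, and the scaling method is not given in the sources used here. Scaled counts summed to between 8729065 and 8967125 per CTRL library (median 8825041), 8435016 and 8640807 per OLZ library (median 8570791.5) and 8855060 and 9279227 per OLZ+MINO library (median 9016760). From the steps between low values, the reads behind them were estimated at 8.00 to 9.31 M in CTRL, 9.01 to 9.39 M in OLZ and 8.14 to 9.24 M in OLZ+MINO. The mitochondrial ribosomal RNA mt-Rnr2 took 6.03 ± 0.51% of the total (SD, n = 4) in CTRL, 6.62 ± 0.33% (SD, n = 4) in OLZ and 9.16 ± 0.31% (SD, n = 4) in OLZ+MINO. The quality weights of limma were lowest for OLZ+MINO mouse 48, at 0.54, and CTRL mouse 5, at 0.69. From the scaled counts, log2(value + 1) was tested here with limma with an intensity trend, all 3 groups in one fit, and adjusted over the 15983 genes of the table by the method of Benjamini and Hochberg. A gene is said to rise, fall or change at an adjusted p under 0.3, the FDR that the paper states. Counts given as adjusted over a list alone use the same 0.3 over its members only. Where most members go in the same direction, they can pass at a much higher unadjusted p. As members vary together, such counts are no evidence of separate gene changes. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. With 4 mice against 4, groups fail to overlap by chance in 2.86% of genes, and a two-sided exact permutation test cannot give a p below 0.0286.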

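Scn7a, a sodium channel gene and one of the listed markers of tanycytes, the glia that line the floor of the third ventricle, had a mean scaled count of 783 ± 196 (SD, n = 4) in OLZ, 258 ± 48.3 (SD, n = 4) in CTRL and 199.8 ± 54.1 (SD, n = 4) in OLZ+MINO. Its log2 fold change was 1.59 for OLZ against CTRL (standard error 0.20, adjusted p = 0.013 from limma) and -1.98 for OLZ+MINO against OLZ (standard error 0.20, adjusted p = 0.00081 from limma), the smallest adjusted p of either comparison. Notch2, a receptor of cell fate signalling, rose by 0.71 and then had a log2 fold change of -0.59. Abca1, a cholesterol exporter, rose by 0.41 and then had a log2 fold change of -0.39. The transcription factor Ebf1 went the other way, with log2 fold changes of -1.17 and 1.61. Between OLZ and CTRL, 582 genes changed, 433 of them without overlap between the groups (35 genes without CTRL mouse 3, 987 without CTRL mouse 5, 37 without CTRL mouse 11, 2 without OLZ mouse 13, 39 without OLZ mouse 14, 928 without OLZ mouse 17, 184 without OLZ mouse 19 and 1470 without OLZ+MINO mouse 48). Between OLZ+MINO and OLZ, 1974 genes changed, 966 of them without overlap (187 genes without OLZ mouse 13, 853 without OLZ mouse 14, 663 without OLZ+MINO mouse 40 and 556 without OLZ+MINO mouse 48). Of the 582 genes, 378 (64.9%) also changed in the opposite direction between OLZ+MINO and OLZ. Independent lists of these sizes would share 18.5 genes that rose and then fell and 17.4 that fell and then rose. Both comparisons use the same 4 OLZ libraries, and groups simulated with no effect gave at most 2 such genes in 20 simulations. Each gene was simulated independently, while real genes vary together, so these runs do not show what joint variation can give. When the OLZ libraries were divided, 2 for each comparison, the 6 divisions gave 0 to 8 such genes, from fewer libraries per test. At a threshold of 0.05 the count was 2, without the intensity trend it was 117, with array quality weights or with only the compared groups in each fit it was 773, and with q values in the manner of Storey it was 827. It was 30 without CTRL mouse 3, 28 without CTRL mouse 11, 2 without OLZ mouse 13, 34 without OLZ mouse 14, 151 without OLZ mouse 19, 202 without OLZ+MINO mouse 40 and, in limma with the mean of the tanycyte markers as a covariate, added after seeing the data, 0 (834 and 707 genes under an unadjusted p of 0.05 in the 2 comparisons). That covariate was 7.15 to 7.95 in OLZ and at most 6.19 in the CTRL and OLZ+MINO libraries. It nearly repeats the OLZ label, so the loss of calls decides nothing.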

We observed the specific regulation of 43 hypothalamic transcripts that were differentially expressed by olanzapine treatment compared with control and “corrected” in olanzapine treated mice that were co-treated with minocycline (FDR less than 0.3, Fig. 4a). 

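Of the 378 genes changed between OLZ and CTRL and reversed in OLZ+MINO, 185 rose in OLZ against CTRL and 193 fell. Among the genes that rose without overlap of the groups, the largest rises were of Fndc3c1, at 92.3 ± 50.3 (SD, n = 4) in OLZ and 4 ± 5.23 (SD, n = 4) in CTRL, and of Pomc, the precursor of melanocortin peptides, at 901.5 ± 246 (SD, n = 4) and 187 ± 279 (SD, n = 4). Their log2 fold changes were 4.86 (standard error 0.86, adjusted p = 0.071 from limma) and 3.36 (standard error 0.85, adjusted p = 0.18 from limma). In CTRL, mouse 4 held a Pomc value of 605 beside 25 to 69 in the other CTRL libraries. Crym followed at 2.72, Col23a1 at 2.55 and the thyrotropin receptor Tshr at 2.51. Among the genes that fell were the transcription factors Ebf2, Ebf3 and Ebf1, with log2 fold changes between -1.34 and -1.17. Of 16 measured tanycyte markers, 12 rose and none fell, with a median log2 fold change of 1.58 (15 rose when adjusted over the list alone, and 5 of the markers are genes of Fig. 4a, which the study chose on these libraries). The camera test of the list gave an adjusted p of 6.8e-15 with a preset correlation of 0.01, and an adjusted p of 0.077 with an estimated correlation. Of 13 measured markers of arcuate nucleus neurons, 6 rose and none fell (12 rose when adjusted over the list alone, and 3 are genes of Fig. 4a), among them Pomc, the transcription factor Tbx3 at 1.86 and Corin at 1.93 (camera adjusted p = 3.1e-08 with the preset and adjusted p = 0.11 with an estimated correlation). Markers of meninges and fibroblasts were higher in all 12 genes, with a median of 0.81, and 1 rose (8 when adjusted over the list alone, camera adjusted p = 0.0013 with the preset and adjusted p = 0.39 with an estimated correlation). Markers of the mammillary nuclei, at the back of the hypothalamus, were lower in all 7 genes, with a median of -0.95. None passed the gene test (5 fell when adjusted over the list alone, camera adjusted p = 0.0094 with the preset and adjusted p = 0.28 with an estimated correlation). Of 24 respiratory chain genes of the nuclear genome, 4 fell and none rose (20 fell when adjusted over the list alone), including Cox5a at -0.37 and Uqcrc1 at -0.28 (camera adjusted p = 7.7e-08 with the preset and adjusted p = 0.28 with an estimated correlation). Of 9 neuron markers, 2 fell and none rose (7 fell when adjusted over the list alone, camera adjusted p = 0.0028 with the preset and adjusted p = 0.28 with an estimated correlation). Oligodendrocyte markers were lower in all 10 genes, with none past the gene test (0 when adjusted over the list alone, camera adjusted p = 0.017 with the preset and adjusted p = 0.57 with an estimated correlation). Without OLZ mouse 13, the library with the highest mean of the tanycyte markers, 2 genes changed between OLZ and CTRL. With the mean of the tanycyte markers as a covariate, added after seeing the data, limma called 0 genes (834 under an unadjusted p of 0.05), and the log2 fold change of Pomc was -1.94 (standard error 1.27). Since this mean is higher in every OLZ library than in any CTRL or OLZ+MINO library, the loss of calls decides nothing. Different amounts of the arcuate nucleus and median eminence in the dissected samples cannot be told apart from a response to olanzapine. MINO mice 31 and 35, which had no olanzapine, had tanycyte means of 7.33 and 7.54 in their separately scaled table. The OLZ range was 7.15 to 7.95.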

Within this signature, 33/43 genes were induced by olanzapine treatment and 10/43 genes were decreased by olanzapine treatment.

**Fig. 4:**
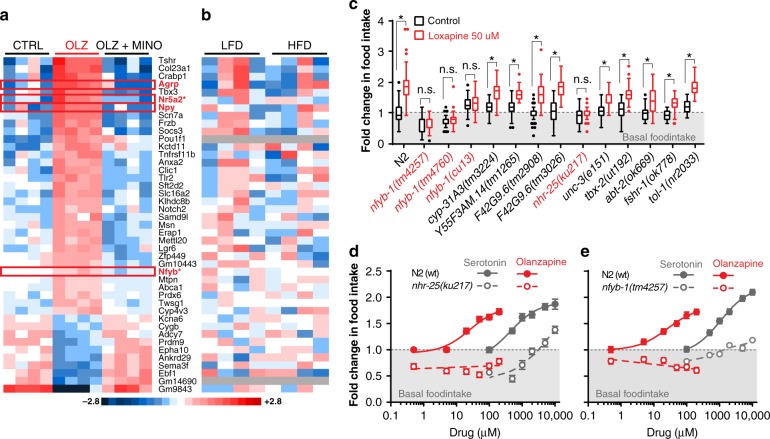
RNA sequencing identifies gene expression profile associated with AP-hyperphagia. **a** RNA-seq of hypothalamus of mice identifies unique signature of genes associated with AP-induced hyperphagia, *n* = 4 mice per group, control (CTRL), olanzapine (OLZ), and olanzapine + minocycline (OLZ + MINO). **b** Comparison of AP-induced profile genes in model of low fat diet (LFD) and high fat diet (HFD) fed mice (*n* = 4 per group). C. Testing AP-induced hyperphagia in various orthologous *C. elegans* mutants of genes identified from mouse hypothalamic RNA seq. **d**, **e** Comparison of food intake response of *nhr-25* mutant (**d**) and (**e**) *nfyb-1* mutant strains, to olanzapine induced hyperphagia and serotonin-induced hyperphagia compared with N2 (wild type control worms). Error bars in dose response plots (**d**, **e**) represent mean and +/− S.E.M of 14–21 replicate wells with 5–15 animals each. Data in **c** are represented by a tukey style plots with the box representing the upper and lower quartile. ANOVA, Holm-Sidak corrected. For number of animals see Supplementary Data 2

Two key orexigenic peptides (pro-feeding) NPY and AgRP were strongly induced in the hypothalamic gene expression signature upon olanzapine treatment^41,42^(Fig. 4a). 

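Npy (ENSMUSG00000029819, chromosome 6 from 49822710 to 49829507 of GRCm38) had a mean scaled count of 130 ± 50.5 (SD, n = 4) in OLZ and 34.5 ± 22.6 (SD, n = 4) in CTRL, a 4.05-fold rise on the log2(value + 1) scale. Its log2 fold change was 2.02 (standard error 0.39, adjusted p = 0.083 from limma). Agrp (ENSMUSG00000005705, chromosome 8 from 105566698 to 105637393), which blocks melanocortin receptors, was at 32.8 ± 9.67 (SD, n = 4) in OLZ and 6.75 ± 2.75 (SD, n = 4) in CTRL, a log2 fold change of 2.14 (standard error 0.47, adjusted p = 0.12 from limma). Every OLZ mouse lay above every CTRL mouse for both genes (two-sided exact permutation test, p = 0.0286 for each). Both are genes of Fig. 4a, which the study chose on these libraries, so this is no independent evidence. Of 6 measured orexigenic peptides, Npy and Agrp rose and none fell. The log2 fold changes of the others were 2.22 for Qrfp, 0.46 for Gal, -0.89 for Hcrt and -0.86 for Pmch, which did not pass the test (3 rose and 1 fell when adjusted over the list alone). The camera adjusted p of this list was 0.026 with the preset and 0.29 with an estimated correlation. Of 16 genes of feeding hormone receptors and their signalling, 4 rose and none fell (11 rose when adjusted over the list alone), namely Socs3 at 1.63, Stat3 at 0.57, the leptin receptor Lepr at 0.64 and Npy1r at 0.69 (camera adjusted p = 2.4e-06 with the preset and adjusted p = 0.28 with an estimated correlation). Of 10 anorexigenic peptides, 1 rose, Pomc, and none fell (2 rose when adjusted over the list alone, camera adjusted p = 0.86). In the annotation of GRCm38, the span of Agrp overlaps 7 other genes, Ctcf and Ripor1 among them on the other strand. The authors counted reads on the mouse transcriptome, with mm9 as the named build. Whether reads of the overlapping genes entered the Agrp count was not tested. Whether the counting used strand is not given in the sources used here. The Npy call was lost without OLZ mouse 13, and the Agrp call without CTRL mouse 3, CTRL mouse 11, OLZ mouse 13 or OLZ mouse 14, with log2 fold changes of 1.78 for Npy and 1.95 to 2.04 for Agrp, and both calls were lost with the mean of the tanycyte markers as a covariate, added after seeing the data (log2 fold changes 1.10 and 1.09, standard errors 0.90 and 1.10). The loss with the covariate decides nothing, since the covariate is higher in every OLZ library than in any CTRL or OLZ+MINO library.

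**Figure D1:**
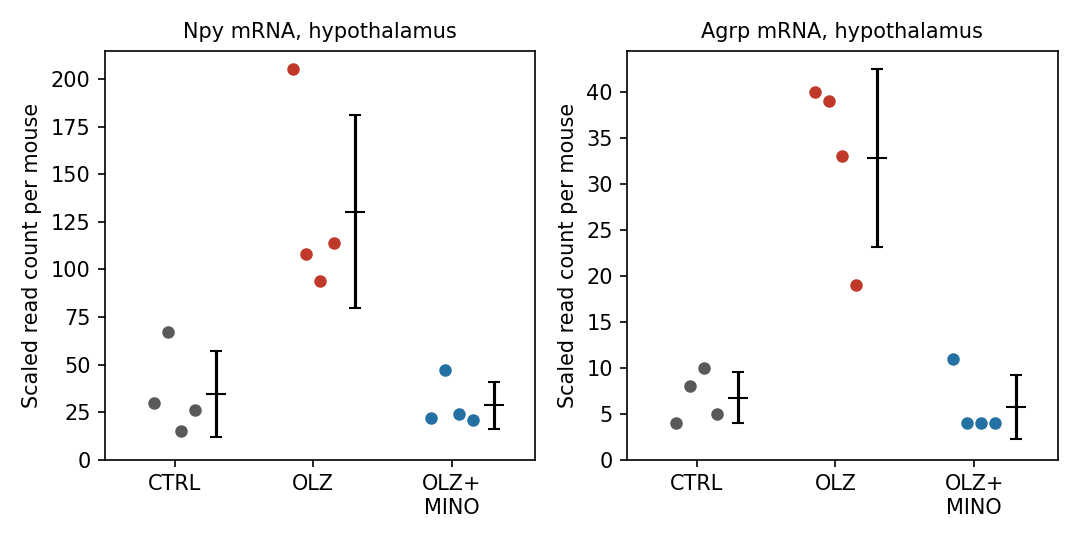
Scaled read counts of Npy (left) and Agrp (right) in the hypothalamus of each mouse, with 1 point per mouse and the mean ± SD of each group beside the points (n = 4 mice per group). The OLZ mice lie between 94 and 205 for Npy and between 19 and 40 for Agrp, above all CTRL mice (15 to 67 and 4 to 10) and all OLZ+MINO mice (21 to 47 and 4 to 11).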

The induction of NPY^43–47^ and AgRP^45^ has previously been associated with AP treatment. Our studies show for the first time that suppression of the AP induced metabolic side effects by minocycline co-treatment also blocks NPY and AgRP induction, supporting the notion that these orexigenic peptides play a key role in AP-induced hyperphagia.

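In mice that received both drugs, the mean scaled count of Npy was 28.5 ± 12.4 (SD, n = 4) and that of Agrp 5.75 ± 3.50 (SD, n = 4), each below every mouse given olanzapine alone. The log2 fold change of OLZ+MINO against OLZ was -2.16 for Npy (standard error 0.39, adjusted p = 0.043 from limma) and -2.38 for Agrp (standard error 0.47, adjusted p = 0.046 from limma). Against CTRL, the log2 fold changes of OLZ+MINO were -0.15 for Npy (standard error 0.39, adjusted p = 0.96 from limma) and -0.25 for Agrp (standard error 0.47, adjusted p = 0.94 from limma). Of 6 measured orexigenic peptides, 3 fell between OLZ and OLZ+MINO and none rose (4 fell when adjusted over the list alone), the third being Gal at -1.38 (camera adjusted p = 0.0016 with the preset correlation and adjusted p = 0.23 with an estimated correlation). Of 16 genes of feeding hormone receptors and their signalling, 8 fell and 1, Irs1, rose (11 fell and 1 rose when adjusted over the list alone), with log2 fold changes of -1.81 for Socs3, -1.66 for the ghrelin receptor Ghsr and -0.75 for Lepr (camera adjusted p = 1.4e-05 with the preset and adjusted p = 0.32 with an estimated correlation). Of 13 markers of arcuate nucleus neurons, 10 fell and none rose (11 fell and 1 rose when adjusted over the list alone), including Pomc at -3.23, Ghrh at -2.24 and Cartpt at -1.42 (camera adjusted p = 3.0e-08 with the preset and adjusted p = 0.081 with an estimated correlation). Markers of tanycytes fell in 12 of 16 genes and rose in none (14 fell and 1 rose when adjusted over the list alone), with a median log2 fold change of -1.60 (camera adjusted p = 1.5e-12 with the preset and adjusted p = 0.081 with an estimated correlation). The calls of Npy and Agrp were lost with the mean of the tanycyte markers as a covariate, added after seeing the data (log2 fold changes -1.21 for Npy and -1.29 for Agrp, standard errors 0.93 and 1.14). As the covariate is higher in every OLZ library than in any CTRL or OLZ+MINO library, this loss decides nothing. From the block of the Npy and Agrp induction in co-treated mice, in which the metabolic side effects were also suppressed, the paper proposes that these orexigenic peptides have a key role in AP-induced hyperphagia.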

Given the general role of NPY and AgRP in the regulation of feeding, we also considered the possibility that the effect of minocycline on the hypothalamic gene expression could be a secondary effect on gene expression caused by differences in body weight and adiposity. To test this possibility we compared hypothalamic gene expression changes between normal and obese mice that were fed a low fat diet or a high fat diet, respectively. None of these genes showed differential expression between chronically fed high fat diet-obese mice compared with low fat diet-fed control mice (Fig. 4b). Thus, the hypothalamic gene expression signature is not caused by differences in weight, but the result of olanzapine treatment.

An unexplained phenomenon in rodent models of AP-induced weigh gain is that only females gain weight when treated with APs^48–50^. We exploited the lack of an olanzapine-induced weight gain in male mice to determine if the olanzapine-induced hypothalamic gene expression signature is specifically associated with hyperphagia and weight gain or a general signature associated with olanzapine treatment, irrespective of a metabolic phenotype. Quantitative PCR revealed that none of the 43 hypothalamic signature genes changed expression in male mice treated with olanzapine (Supplementary Fig. 3). These results show that olanzapine treatment leads to the induction of a hypothalamic gene expression signature that is closely associated with hyperphagia and weight gain. This raised the question whether some of the observed gene expression changes mediate AP-induced hyperphagia and weight gain.

### Hypothalamic signature genes mediate AP-induced hyperphagia

To determine which genes in the AP-induced hypothalamic gene expression signature identified in mice are directly responsible for AP-induced hyperphagia, we returned to the *C. elegans* model system. We were unable to unequivocally assign all genes in the AP-induced hypothalamic gene expression signature to a single *C. elegans* ortholog. For example, while *C. elegans* has many conserved neuropeptide signaling systems that regulate metabolic pathways involved in appetite, satiety, energy homeostasis, and fat metabolism,^51^ the precise orthologs of NPY or AgRP in *C. elegans* are currently unclear^52–54^. We tested 13 strains carrying mutations in the most obvious orthologs and quantified their food intake in response to the AP loxapine (Fig. 4c). Mutations in the transcription factor *nfyb-1*/Nfyb and the nuclear hormone receptor *nhr-25*/Nr5a2 abrogated loxapine-induced hyperphagia. Mutations in both transcription factors also abrogated hyperphagia induced by olanzapine, but not by serotonin, confirming the essential role of *nfyb-1*/Nfyb and *nhr-25*/Nr5a2 in AP-induced hyperphagia (Fig. 4d, e). Our results also suggested slightly different roles for the two factors. The *nfyb-1(tm4257*) mutant showed a very mild effect on basal food intake, but had a severely blunted response to serotonin. Thus, *nfyb-1* appears to be generally required for hyperphagia. The *nhr-25(ku217)* mutant showed a serotonin response profile similar to wild-type but its basal food intake was clearly reduced (Fig. 4d, e). The mammalian ortholog of *nhr-25*, nuclear receptor subfamily 5 group A member 2 (Nra5a2) has a well established role in liver lipid homeostasis^55–57^ and pancreatic inflammation^58^. While NR5a2 is expressed in the hypothalamus^59,60^, and plays a role in reproduction^61^, its role in feeding behavior has not yet been described. Nfyb is part of the trimeric NF-Y complex previously shown to activate metabolic pathways^62^ in cancer cells and to regulate transcription of leptin but has no described role in feeding behavior^63^. Taken together these data suggest *nhr-25* and *nfyb-1* to be required for AP-induced hyperphagia in *C. elegans*, and suggest that the induction of their mouse homologs Nra5a2 and Nfyb in the hypothalamus may play a role in AP-induced hyperphagia in mice.

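Nr5a2 (ENSMUSG00000026398, chromosome 1 from 136842571 to 136960448 of GRCm38), a nuclear receptor, had a mean scaled count of 104.5 ± 68.1 (SD, n = 4) in OLZ, 22.8 ± 9.14 (SD, n = 4) in CTRL and 22.5 ± 6.56 (SD, n = 4) in OLZ+MINO. Its log2 fold change was 2.07 for OLZ against CTRL (standard error 0.41, adjusted p = 0.083 from limma) and -2.04 for OLZ+MINO against OLZ (standard error 0.41, adjusted p = 0.046 from limma). The OLZ mean rests in part on mouse 13, at 206 beside 64 to 82 in the other OLZ mice, and without it the log2 fold change against CTRL was 1.68 and the call was lost. Within groups, Nr5a2 had a Pearson r of 0.79 with the mean of the tanycyte markers (12 mice, permutation p = 0.019, adjusted p = 0.058 over 6 genes). It was 0.61 without the 2 mice farthest from the median, and that of Nfyb was 0.03 (permutation p = 0.94). Nfyb (ENSMUSG00000020248, chromosome 10 from 82748701 to 82764144), a subunit of the NF-Y transcription factor, was at 225 ± 24.7 (SD, n = 4) in OLZ, 182 ± 9.02 (SD, n = 4) in CTRL and 157 ± 4.99 (SD, n = 4) in OLZ+MINO. For OLZ against CTRL its log2 fold change was 0.30 (standard error 0.10, adjusted p = 0.31 from limma), just outside the threshold of 0.3, and for OLZ+MINO against OLZ it was -0.51 (standard error 0.10, adjusted p = 0.055 from limma). With the mean of the tanycyte markers as a covariate, added after seeing the data, no call was left for either gene, at -0.20 and 0.33 for Nr5a2 (standard errors 0.71 and 0.74) and 0.29 and -0.50 for Nfyb (standard errors 0.25 and 0.26). Calls lost with this covariate decide nothing, since it is higher in every OLZ library than in any CTRL or OLZ+MINO library. Every OLZ mouse lay above every CTRL and every OLZ+MINO mouse for both genes (two-sided exact permutation test, p = 0.0286 for each comparison). As genes of Fig. 4a, both were chosen by the study on these libraries, so this is no independent evidence. For Nfyb, every OLZ+MINO mouse also lay below every CTRL mouse, with a log2 fold change of -0.21 (standard error 0.10, adjusted p = 0.79 from limma). The other NF-Y subunits had log2 fold changes of -0.03 (Nfya) and 0.12 (Nfyc) for OLZ against CTRL and did not pass the test. Nr5a1, the other measured NR5A receptor and a marker of the ventromedial nucleus, had a log2 fold change of 1.95 and did not pass it either (adjusted p = 0.45 from limma).

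**Figure D2:**
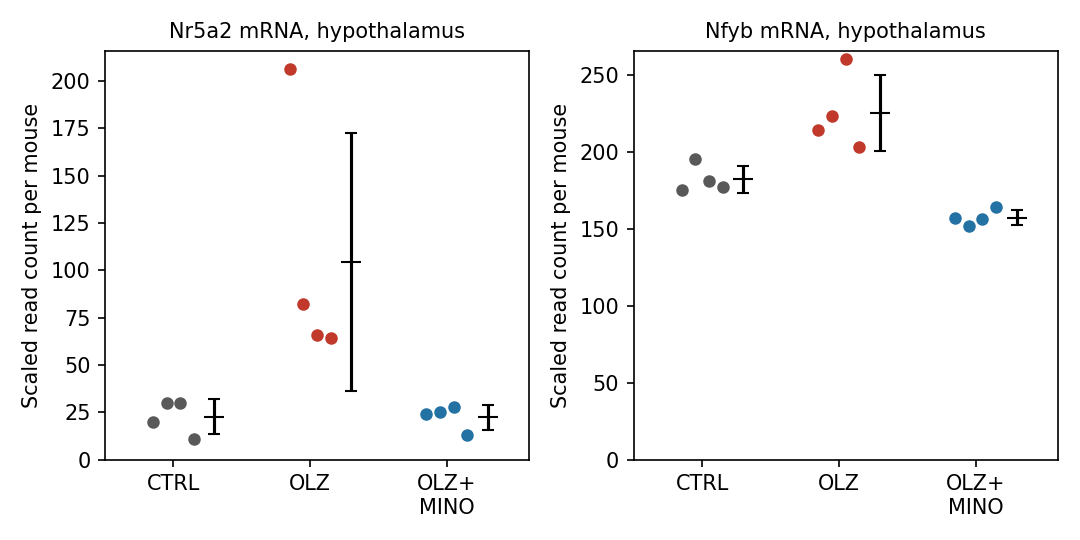
Scaled read counts of Nr5a2 (left) and Nfyb (right) in the hypothalamus of each mouse, with 1 point per mouse and the mean ± SD of each group beside the points (n = 4 mice per group). The OLZ mice lie between 64 and 206 for Nr5a2 and between 203 and 260 for Nfyb, above the CTRL mice (11 to 30 and 175 to 195) and the OLZ+MINO mice (13 to 28 and 152 to 164).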

In summary, our work identifies *C. elegans* as a screening model to identify candidate drugs that could be used to develop adjuvant treatments to abrogate AP-induced hyperphagia and weight gain in patients. As a proof of principle we identify minocycline as a selective suppressor of AP-induced metabolic phenotypes that include hyperphagia, weight gain, adiposity and the induction of a hypothalamic gene expression signature that was specifically associated with the hyperphagic phenotype in mice. Our data provide multiple lines of evidence, in two very different species, that AP induced hyperphagia is distinctly regulated from basal feeding and that it can be selectively suppressed.

## Discussion

Using our microtiter-based food intake assay^23^ we report the surprising observation that AP-induced hyperphagic side effects widely observed in humans, are also observed in the basic organism *C. elegans*. Currently, no other model organism is known to replicate the AP-induced hyperphagia observed in human to such a remarkable extent for so many different APs. Our data suggests that AP-induced hyperphagia is distinct from basal feeding mechanisms and thus it can be pharmacologically blocked without affecting homeostatic feeding mechanisms.

We conducted a *C. elegans*-based screen of 192 FDA approved or experimental drugs to identify potential adjuvant drugs to pharmacologically suppress AP-induced hyperphagia. Of the four primary hits (doxycycline, minocycline, scopine and vemurafenib) identified, we selected minocycline for further testing in mice due to (i) its ability to selectively block hyperphagia induced by multiple APs (loxapine, olanzapine and chlorpromazine) with only minor effects on basal food intake, (ii) the literature confirming its ability to cross the blood brain barrier,^29^ (iii) its excellent safety profile, and (iv) its well described biological effects other than its anti-microbial activity^28^.

Follow up studies in mice revealed that minocycline specifically suppressed AP-induced hyperphagia and weight gain while minocycline treatment alone had no effect on food intake or weight gain compared with untreated controls. The effect was not caused by its antibiotic activity, as the structurally closely related tetracycline was unable to suppress AP-induced hyperphagia. Minocycline therefore does not act as a general weight loss drug, but selectively blocks AP-induced hyperphagia. Furthermore, our results show minocycline specifically suppresses the metabolic side effects of olanzapine without affecting its therapeutic action. These data refute previous speculations that weight gain is inextricably linked to the therapeutic effect of APs. Our conclusion is further supported by humans trials in which minocycline was used as an adjuvant to AP treatment for its potential neurocognitive benefits^22,64–66^. The clinical data encouragingly suggest co-administration of minocycline is more likely to improve, rather than reduce, the therapeutic efficacy of APs^67^.

A double-blind randomized clinical trial study showed that co-treatment with minocycline significantly reduced weight gain (4.6 lb vs. 23 lbs in minocycline vs. placebo co-treatment) in response to AP treatment (olanzapine, quetiapine, risperidone or clozapine)^22^. In the AP only control group 100% of patients gained weight while only 40% of the co-treated group gained any weight at all. Two further studies in human patients noted a decrease in AP-induced appetite after minocycline treatment^64^ and a trend in reduction in the number of patients gaining a substantial amount of weight^65^. However, a recent study by Liu et al. showed that the combination of minocycline and risperidone was not efficacious in blocking AP-induced weight gain^68^. There are some key differences in these studies that provide a likely explanation for this apparent discrepancy. Liu et al. treated patients who had been established on APs for at least a month while Levkovitz et al. selected patients at the start of AP treatment (less than 14 days). It is important to note that the strongest weight gain effect of APs is often observed in the early phase of treatment^69,70^. For example, after just 12 weeks of treatment 46% of olanzapine treated patients had BMIs in the overweight range compared with just 17.6% at the start of treatment^69^. Similar studies have found AP-induced weight gain occurs in the first year (85% of the total weight gain across treatment), with the biggest leap in the initial 3 months^69^. This suggests the necessity to block the early and dominant effects at the initiation of AP therapy to avoid AP-induced weight gain. In addition, minocycline seems to be most efficacious at blocking olanzapine-induced feeding and less effective at blocking the effects of risperidone, the only AP tested in the study by Liu et al. Our unbiased identification of minocycline, as well as the mechanistic data showing that minocycline specifically blocks AP induced hyperphagic signaling in the hypothalamus strongly supports the positive findings of the Levkovitz et al. study. Our experimental paradigm allows us to test the importance of timing of treatment and efficacy against a broad range of APs as a guide for future clinical trials to study the potential of minocycline and other drugs to abrogate AP-induced hyperphagia and weight gain.

While it is initially surprising that the hyperphagic side effects of APs can be modeled in *C. elegans*, there is no reason to assume that the effect of APs on feeding should be mammalian specific. APs were not designed based on a deep understanding of the changes in neurocircuitry in schizophrenia, but were discovered fortuitously and there is still a general lack of understanding of the specific mechanisms underlying both their therapeutic efficacy and their potent metabolic side effects^49^. Our data suggest that APs act on a core ancestral feeding mechanism present even in *C. elegans*. The finding that *ser-5(ok3087)* mutants or *ser-5(vq1)* knock out animals are resistant to AP-induced hyperphagia, but maintain normal basal food intake and a wild type response to other hyperphagic stimuli indicates the existence of specific regulatory mechanisms controlling hyperphagia that are distinct from basal appetite regulation. Similarly, in mice, minocycline did not act as a general weight loss drug, but specifically blocked AP-induced hyperphagia and weight gain. This specificity was not only observed at the physiological level but also at the level of gene expression where we identified a unique hypothalamic gene expression signature associated with AP-induced hyperphagia that was fully blocked by co-treatment with minocycline. 

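Of the 43 genes labelled in Fig. 4a, which the study chose on these libraries, 33 were higher in OLZ than in CTRL and 10 were lower. All 43 moved in the opposite direction between OLZ and OLZ+MINO. For 42 of them OLZ did not overlap CTRL, and for 42 OLZ did not overlap OLZ+MINO. In limma, none of the 43 differed between OLZ+MINO and CTRL (smallest adjusted p 0.79, with 4 genes under an unadjusted p of 0.05). Their median absolute log2 fold change was 0.82 for OLZ against CTRL and 0.19 for OLZ+MINO against CTRL. Pou1f1, a pituitary transcription factor, rose by 1.52 in OLZ against CTRL and stood at 1.02 above CTRL in OLZ+MINO (adjusted p = 0.79 from limma). The processed pseudogene Gm9843, listed at 0 in 3 of the 4 OLZ libraries, had log2 fold changes of -5.96 in OLZ and -0.83 in OLZ+MINO against CTRL. Among all 582 genes changed between OLZ and CTRL, 573 moved in the opposite direction between OLZ and OLZ+MINO. The median share of the change that was removed was 82.8%. Both comparisons use the OLZ libraries, and with no effect the 582 genes of smallest p gave a mean of 526 such genes and a median share of 49.9% in 20 simulations of independent genes (at most 539 and 53.0%, a spread that joint variation of genes could widen). With the OLZ libraries divided, 2 for each comparison, it was 443 to 507 of 582 genes and 33.6 to 52.2%. The simulated values hold for shared OLZ libraries and are no measure of chance for divided ones, where the comparisons share no library. No simulation was run for divided libraries. Between OLZ+MINO and CTRL, 4 genes changed and all rose, with 989 genes under an unadjusted p of 0.05. They were the peptide transporter Slc15a2 (log2 fold change 0.84, standard error 0.15, adjusted p = 0.23 from limma), the histone methyltransferase Setd1b (0.83, standard error 0.14, adjusted p = 0.22 from limma) and the predicted genes Gm10052 and Gm10499. Gm10052 and Gm10499 also rose in OLZ against CTRL. The count of 4 was 0 without CTRL mouse 3, CTRL mouse 4, OLZ mouse 19 or OLZ+MINO mouse 37, 47 or 48, and 2 without OLZ mouse 14. It was 2, both of which fell, without OLZ+MINO mouse 40, 15 without the intensity trend, 10 with the mean of the tanycyte markers as a covariate, added after seeing the data, and 0 with only the compared groups or with array quality weights.

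**Figure D3:**
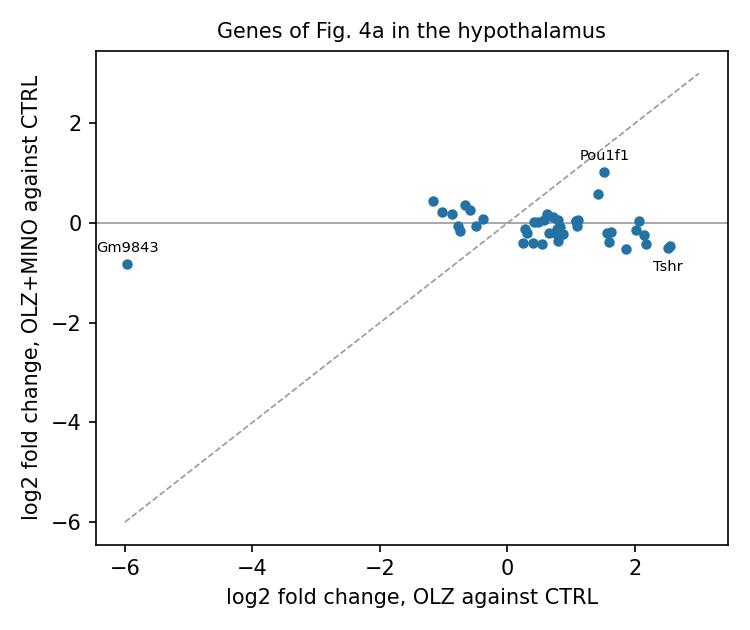
Log2 fold changes of the 43 genes of Fig. 4a, with OLZ against CTRL on the horizontal axis and OLZ+MINO against CTRL on the vertical axis, 1 point per gene. The solid line marks no change from CTRL in co-treated mice and the dashed line equal changes in both. Pou1f1 lies at 1.52 and 1.02, Tshr at 2.51 and -0.51, and Gm9843 at -5.96 and -0.83.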

The functional relevance of these genes in AP-induced hyperphagia is supported by the control experiment where we observed that these genes are not differentially expressed in male mice, which are resistant to AP-induced hyperphagia. Furthermore, testing thirteen *C. elegans* mutants for orthologous genes within that signature, revealed that *nfyb-1*/Nfyb and *nhr-25/*Nr5a2 were required for AP-induced hyperphagia. Mutations in either transcription factor blocked AP-induced hyperphagia in *C. elegans*. Further studies in mouse and clinical trials in humans will be needed to test the translational relevance of these findings.

Our unique multi-model approach has identified specific suppressors of AP-induced hyperphagia and weight gain rather than general homeostatic regulators of feeding and body weight regulation. This strategy was made possible by the *C. elegans* based phenotypic screening approach that, without mechanistic knowledge, allowed us to identify adjuvant drugs to block AP-induced hyperphagia. Previous studies in mice^71–74^ and humans^75–77^ have identified potential adjuvants to block AP-induced weight gain. However, these were selected based on their general anti-obesity properties and thus also have effects on basal appetite regulation. For example, small clinical trials have shown some efficacy of topiramate, samidorphan, exenatide and betahistine but many also induce additional adverse drug reactions and need further study to determine whether they could be of large-scale clinical benefit^76^. However, strategies generally targeting appetite have proven inherently risky due to the central role of basal food intake for organismal health. Our study suggests that it is possible to specifically suppress AP-induced hyperphagia with little to no effect on basal appetite regulation.

## Methods

### Drugs used in *C.elegans* studies

Chlorprothixene (C1671), flupenthixol (F114), risperidone (R3030), cyproheptadine (C6022), and asenapine (A7861) were ordered from Sigma. Doxycycline (J60579) and serotonin (B21263) were ordered from Alfa Aesar. Haloperidol (153696), minocycline (155718) and chlorpromazine (190326) were ordered from MP Biomedicals. Loxapine (B1001) and quetiapine (B1490) were ordered from ApexBio. Mianserin (0997), olanzapine (4349) and terfenadine (3948) were ordered from Tocris. Ziprasidone (Z0032), scopine (S0912), aripiprazole (A2496), and amitriptyline (A0908) were ordered from TCI. Vemurafenib (V2800) was ordered from LC Laboratories. Lurasidone (RRL001) was ordered from BIOTANG INC. ***Drugs used in mouse studies:*** Olanzapine (Teva), Minocycline (Aurobindo) and tetracycline-T3383 (Sigma).

### *C. elegans* strains

N2; AQ866 *ser-4(ok512) III*, CX13111 *dop-5(ok568) V*, CF2805 *dop-1(vs100);dop-2(vs105);dop-3(vs106);dop-4(ok1321*), DA2100 *ser-7(tm1325)* X, DA1814 *ser-1(ok345)* X, RB2277 *ser-5(ok3087) I*, LX734 *dop-2(vs105)* *V*; *dop-1(vs100)* *dop-3(vs106)* *X*, LX645 *dop-1(vs100)* *X*, LX636 *dop-1(vs101) X*, LX702 *dop-2(vs105)* *V*, FX1062 *dop-2(tm1062)V*, LX703 *dop-3(vs106)* *X*, BZ873 *dop-3(ok295)* *X*, FG58 *dop-4(tm1392)* *X*; RB1680 C24A8.1(ok2090) X, RB1254 C52B11.3(ok1321) X, FX04257* nfyb-1(tm4257)*, FX04760* nfyb-1(tm4760)*, OK814 *nfyb-1(cu13)* *II*, FX03224 *cyp-31A3(tm3224)*, FX01265 Y55F3AM.14(tm1265), FX02908 F42G9.6(tm2908), FX03026 F42G9.6(tm3026), CB151 *unc-3(e151)* *X*, JC1971 *tbx-2(ut192)* *III*, MH1955* nhr-25(ku217)X*, RB842 *abt-2(ok778)*, RB911 *fshr-1(ok778)* *V*, IG10 *tol-1(nr2033)* *I*,VV207* ser-7(vq2)* *X.* The VV212* ser-5(vq1)* knock out strain was created by injecting sgRNAs flanking the *ser-5* genomic locus (GACGACACCGCCATCTCCAT and TGGGAAGATGAACACGTCCG) together with recombinant Cas9 protein (40μM). Knock outs lacking the *ser-5* gene were identified by PCR. The animals were then outcrossed 4× to eliminate possible off-target effects. The VV207 *ser-7(vq2)* knockout strain was created by injecting sgRNAs flanking the *ser-7* genomic locus (CGTAGACGGGAACATTGCGT and GAAGCATTATACAACGGGAG) together with recombinant Cas9 protein (40μM). Knockouts lacking the *ser-7* gene were identified by PCR.

### Food intake assay screen in *C. elegans*

Food intake was measured in N2 (wild-type) *C. elegans* in 96-well microtiter plates using our bacterial clearance assay^23^. Each compound was assayed in 14-21 replicate wells, containing 10–12 animals each. The number of animals per well was counted by eye. The large number of replicates allows for rigorous statistics, captures biological variation, including normality-testing, multiple-hypothesis corrections and false discovery rate determination, as we have done previously^78,79^. Each library (MedChemExpress, #HY-022) compound was initially tested at the highest possible concentration of 33 µM, determined by choosing a safe DMSO concentration (0.3%) that does not interfere with food intake. Each drug was tested in combination with 50 µM loxapine, selected as it is water soluble and thus does not add to the final DMSO concentration. Both library drugs and loxapine were added on day 1 of adulthood, 24 h after sterilization by FUDR (120 µM, Sigma #F0503). Food intake was measured right after adding the drugs and 72 h later, using a 96 well Infinite 200 PRO Tecan plate reader to determine the OD_600_. Compounds that prevent AP-induced food intake were further tested in combination with serotonin (5 mM)^80^ to determine whether the primary hit is specific to AP-induced hyperphagia. To avoid indirect effects of the drugs tested in the screen bacteria were killed by γ-irradiation. [https://www.nature.com/protocolexchange/protocols/3245].

### Mouse studies

All procedures are approved by UCSD or TSRI IACUC committee. *C57BL/6* female mice (stock #000664) were purchased from Jackson labs at 9 weeks of age. All mice were fed normal chow until 10 weeks of age. Olanzapine was compounded into high fat diet (HFD) (45 kcal% from fat) at a concentration of 54 mg/kg of diet (OLZ-HFD, Research Diets, Inc., D09092903, New Brunswick, NJ) as used in other studies^34–36,81,82^. Using the power analysis software and our pilot data we calculated the number of mice needed per group [http://www.statisticalsolutions.net]. Control animals were fed HFD (45 kcal % from fat D09092903). The olanzapine dose selected results in mouse plasma levels (21 ± 5 ng/mL) that are similar to levels observed in humans treated with olanzapine (10–50 ng/mL)^34^. Minocycline (MINO) was administered in the drinking water at a dose of 0.6 mg/mL, which results in a plasma level of less than ~7 µM, concentration comparable with circulating levels in human patients (standard dosing of 50–100 mg minocycline results in plasma level of 2–11 µM^83,84^). At 10 weeks of age mice were randomly divided into four treatment groups (control, OLZ, MINO and OLZ + MINO) and fed these diet/water combinations for the 12 week duration of the study. At 11 weeks of treatment mice were placed in EchoMRI machine to measure fat and lean mass and then placed in Comprehensive Lab Animal Monitoring System (CLAMS) for 3 days to acclimate followed by 2 days of recordings to measure oxygen consumption (V̇O_2_), carbon dioxide production (V̇CO_2_), respiratory exchange ratio (RER), energy expenditure, total activity at *x*-axis (XTOT) and total activity at *z*-axis (ZTOT). At 12 weeks mice were sacrificed and samples snap frozen in liquid nitrogen. Circulating levels of cytokines and gut-derived hormones were measured by multiplex ELISA (lincoplex, st Charles, MO). As a control experiment male *C57BL/6* mice (stock #000664) purchased from Jackson labs, were fed either olanzapine-HFD or control HFD from 12 weeks of age for 2 weeks (*n* = 7 per group). At 14 weeks of age mice were sacrificed and samples snap frozen in liquid nitrogen. Tetracycline co-treatment study: 10 week old female mice were divided into 6 groups (control, OLZ, MINO, MINO + OLZ, TETRA and TETRA + OLZ, *n* = 6–8 per group). Mice were treated with olanzapine and minocycline as described above, while additional two groups were treated with tetracycline (0.6 mg/ml in drinking water) either alone (TETRA) or in combination with olanzapine (TETRA + OLZ). Food intake and weight gain were measured daily throughout the two-week study. Amphetamine-induced hyper locomotion assay^38^. Twelve week old female *C57BL/6* mice were divided into 4 groups (control, OLZ, MINO and MINO + OLZ, *n* = 12 per group). MINO was provided through the drinking water (0.6 mg/mL). One week into these treatments, the mice were habituated to the locomotor activity test (1 hr) following injection of saline (0.9%, IP, 0.01 mL/g), which was repeated again 3 days later. Three days after the second habituation, OLZ (2 mg/kg, 0.01 mL/g, in 1% methylcellulose) or vehicle (1% methylcellulose) was injected IP and the mice were immediately placed in the locomotor activity chambers. 30 min later the mice were removed very briefly from the chamber to receive 2.5 mg/kg D-amphetamine (in 0.9% saline, 0.01 mL/g, IP) and replaced in the system for an additional 120 min. Locomotor activity was measured in polycarbonate cages (42 × 22 × 20 cm) placed into frames (25.5 × 47 cm) mounted with two levels of photocell beams at 2 and 7 cm above the bottom of the cage (San Diego Instruments, San Diego, CA) to record both horizontal (ambulation, center activity and total horizontal activity) and vertical (rearing) behavior every minute for the 30 min pre-amphetamine and 120 min post-amphetamine test phase. Data were analyzed using repeated measures ANOVA followed by Tukey’s multiple comparisons test.

### RNA extraction and sequencing

RNA extraction and sequencing was performed as previously described^85–87^. Briefly, total RNA was isolated using TRIzol (Invitrogen) according to the manufacturer’s instructions. The quality of the RNA was assessed using the Tapestation 2200 (Agilent) and Libraries prepared using TruSeq Library prep kits (Illumina), and then run on the Tapestation high sensitivity DNA assay kits to ensure correct library size. Libraries were quantified using the Qubit® 2.0 Fluorometer, pooled and run on the Hiseq 2500 (Illumina). Reads were mapped to the mouse transcriptome using Bowtie2 algorithm^88^ and counted as reads per gene using RSEM^89^ and then analyzed using the statistical algorithm limma. Genes were then sorted by their posterior error probability (local false discovery rate, FDR). We also express significance of a gene as the *q* value, which is the smallest false discovery rate at which a gene is deemed differentially expressed. All RNA-seq data can be found at Gene Expression Omnibus (GEO) database, [http://www.ncbi.nlm.nih.gov/geo] (accession GSE119772).

### Statistics

Due the characteristics of the different data sets a series of statistical tests and representations were used as indicated in the figure legends. For measuring food intake in response to a single dose antipsychotic we used Tukey style plots to represent the large variance in food intake data that is due biological origin. For EC50 plots we used S.E.M. of 14–21 population of 5–15 worms each. Comparing the effect of different conditions we either used *t*-test or ANOVA followed by a Bonferroni correction, dependent on the number of comparisons. For each condition we measured food intake of an average of 426 worms except for the screen, where we only measured 96 animals per drug. In total we determined food intake of 161,102 worms.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

Source Data

## Data Availability

The authors declare that all data supporting the findings of this study are available within the paper (and its Supplementary Information files), at Gene Expression Omnibus (GEO) database, (accession GSE119772) or available upon request from the corresponding authors. The Source Data for all figures are provided as a Source Data file.

# Supplementary material for: A phenotypic Caenorhabditis elegans screen identifies a selective suppressor of antipsychotic-induced hyperphagia
**Source:** Nat Commun. 2018 Dec 10;9:5272. doi: 10.1038/s41467-018-07684-y

A Phenotypic Caenorhabditis elegans Screen Identifies a Selective Suppressor of Antipsychotic-induced Hyperphagia

Anabel Perez-Gomez^{1,2‡}, Maria Carretero^{1,2‡}, Natalie Weber³, Veronika Peterka³, Alan To^{1,2}, Viktoriya Titova^{1,2}, Gregory Solis^{1,2}, Olivia Osborn^{3*} Michael Petrascheck^{1,2*}

‡ These authors contributed equally to this work

* These authors jointly supervised this work

Supplementary figure 1.

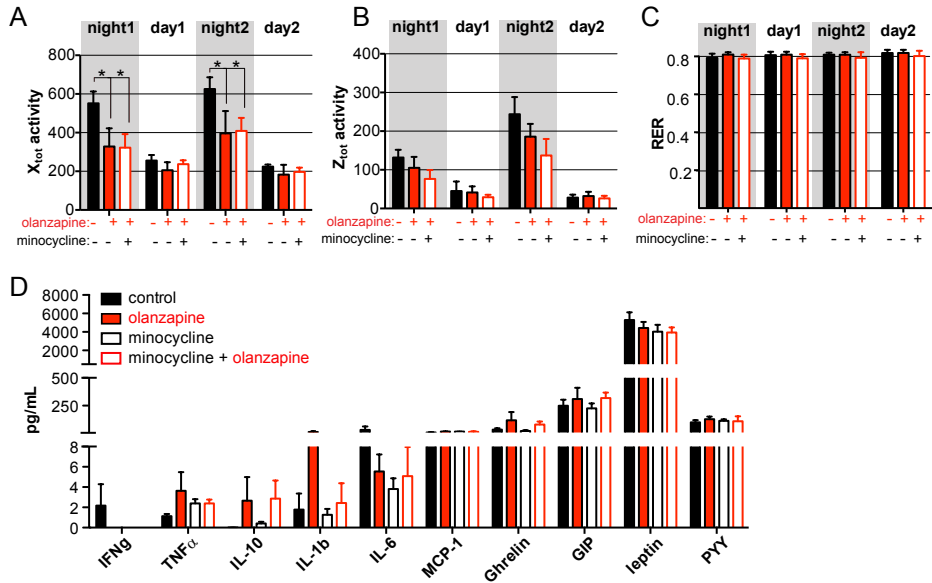

Supplementary Figure 1. Metabolic chamber analysis and comparison of levels of inflammatory cytokines and gut-derived hormones in chronic mouse study. A-C. Metabolic chamber analysis of (A) total activity at x-axis activity, (B) total activity at z-axis (ZTOT) and (C) respiratory exchange ratio (RER). Data are presented as average per group $\pm$ S.E.M. in either dark cycle or light cycle, $n=4$ per group. D. Comparison of levels of inflammatory cytokines and gut-derived hormones in chronic mouse study after olanzapine (OLZ), minocycline (MINO), control (CTRL) or olanzapine + minocycline (OLZ+MINO) treatment ($n=8$ per group, $*p<0.05$ indicates significance using Two-way ANOVA with Tukey multiple comparison test). Source data are provided as a Source Data file

Supplementary figure 3.

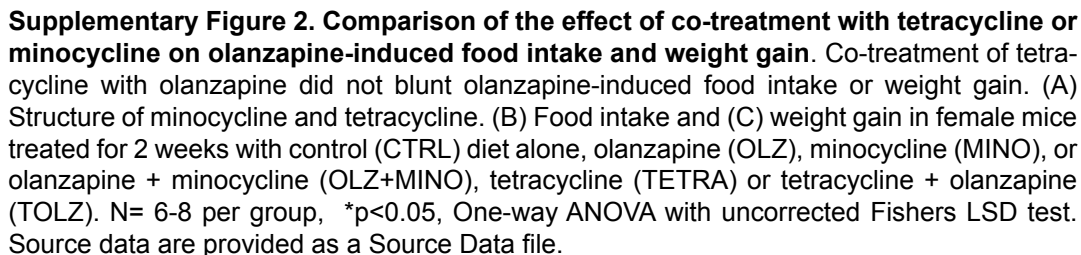

Supplementary figure 3.

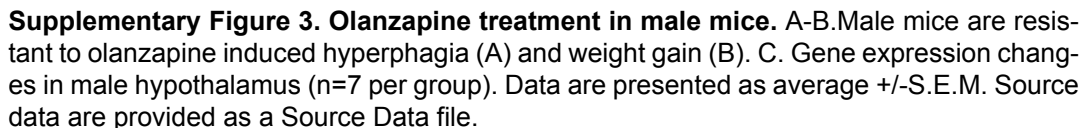

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: A phenotypic Caenorhabditis elegans screen identifies a selective suppressor of antipsychotic-induced hyperphagia
**Source:** Nat Commun. 2018 Dec 10;9:5272. doi: 10.1038/s41467-018-07684-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Number of animals, lysis factors, food intake and names of drugs tested in the screen in Fig.2B.

File Name: Supplementary Data 2

Description: Number of animals tested for Fig. 1, 2, 4.

# Supplementary material for: A phenotypic Caenorhabditis elegans screen identifies a selective suppressor of antipsychotic-induced hyperphagia
**Source:** Nat Commun. 2018 Dec 10;9:5272. doi: 10.1038/s41467-018-07684-y
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated
- ☐ ☒ Clearly defined error bars
State explicitly what error bars represent (e.g. SD, SE, CI)

Our web collection on [statistics for biologists](#) may be useful.

Software and code

Policy information about [availability of computer code](#)

Data collection

excel

Data analysis

graphpad, excel, R, and STATA

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The authors declare that all data supporting the findings of this study are available within the paper [and its supplementary information files], at Gene Expression Omnibus (GEO) database, (accession GSE119772) or available upon request from the corresponding authors. The source data for all figures are provided as a Source Data file.

Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	For C.elegans sample sizes were chosen to be able to detect changes in food intake of 15% or more. Each compound was assayed in 14-21 replicate wells, containing 10-12 animals each. Mouse studies were conducted using standard sample sizes reported in the literature previously, n=10.
Data exclusions	Due to contamination some C. elegans feeding assays had to be excluded because the animals died.
Replication	All fundamental findings in this paper were replicated multiple times.
Randomization	worms and mice were randomly assigned to groups
Blinding	The screen was conducted blind

Reporting for specific materials, systems and methods

Materials & experimental systems

n/a	Involved in the study
☒	☐ Unique biological materials
☒	☐ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☒	☐ Human research participants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	All procedures are approved by UCSD or TSRI IACUC committee. C57BL/6 females (stock #000664) were purchased from Jackson labs at 9 weeks of age. As a control experiment male C57BL/6 mice (stock #000664) purchased from Jackson labs, were fed either olanzapine-HFD or control HFD from 12 weeks of age for 2 weeks (n= 7 per group).
Wild animals	<i>Provide details on animals observed in or captured in the field; report species, sex and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.</i>
Field-collected samples	<i>For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.</i>

How the deposited data were processed for this re-analysis (not part of the article)

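RNA-seq libraries of mouse hypothalamus were analysed from 16 female C57BL/6 mice, 4 each of CTRL, OLZ, OLZ+MINO and MINO. The condition of each library was taken from the sample labels and the treatment groups of the paper's methods. CTRL, OLZ and OLZ+MINO are in one deposited table of 15983 genes, and CTRL and MINO in another of 16005 genes, 15792 of them shared.

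The authors mapped the reads with Bowtie2, counted them per gene with RSEM and analyzed them with limma, and the submitters' processing notes name the genome build mm9. Versions, the normalization and any filter on low values are not given in the sources used here. The deposited per-library values are a scaled signal, read counts multiplied by a factor per library and rounded to whole numbers by the authors. The CTRL libraries show this, since their values differ between the tables by a constant factor of 1.0048 to 1.00615. The authors' log2 ratios of the groups, their signed fold changes (a score that is the ratio above 1 and minus the inverse ratio below 1) and their p-value columns, which hold the local false discovery rate and, for MINO, the FDR, are also deposited. No gene in either table had a mean over its libraries below 9.5. Of the symbols in the table of the 3 groups, 23 had been turned into dates by a spreadsheet, and those genes are not named here. Coordinates are those of the GENCODE annotation of GRCm38, matched by Ensembl identifier, and were not used in any test.

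Because the values are scaled and rounded, a test for counts was not used, although the design set before the data were examined also provided for counts. From the scaled signal, log2(value + 1) was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend), with CTRL, OLZ and OLZ+MINO in one fit and MINO and CTRL in a second, since the tables were scaled separately. A test of the interaction of olanzapine with minocycline was not run for that reason. Genes with a mean of at least 1 in at least one group were kept, which removed none. P-values were adjusted over all genes of a table by the method of Benjamini and Hochberg, and the threshold was 0.3, with 0.05 beside it. The paper does not define the rule for a corrected gene in its text. Here, a signature gene had an adjusted p under 0.3 both for OLZ against CTRL and for OLZ+MINO against OLZ, with opposite directions. Comparisons of single genes between groups of 4 have two-sided exact permutation tests.

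The 39 gene lists (feeding peptides and receptors, hypothalamic nuclei, cell types, neighbouring tissue and pathways) were fixed before the deposited values were examined but after Fig. 4a, which shows results of these libraries, had been seen, and some hold genes of that figure. Of these, 37 with at least 3 measured members were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, and called at an adjusted p under 0.05, a threshold chosen afterwards. In the 4 comparisons, OLZ against CTRL, OLZ+MINO against OLZ, OLZ+MINO against CTRL and MINO against CTRL, 18, 15, 7 and 18 lists passed with the preset correlation, and none passed with an estimated one, where 6, 6, 3 and 4 had an unadjusted p under 0.05. Named genes are the 10 with the largest rise and the 10 with the largest fall in each comparison among those past the threshold without overlap of the groups and with a symbol that is not a predicted gene, of which a few are printed, the genes of the paper's text and of Fig. 4a, and members of the lists. Fig. 4a had been seen when this rule was set as well. Genes outside the rule (mt-Rnr1, mt-Rnr2, Gm26924, Lars2 and the genes with the smallest p) were chosen after their values were seen.

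The depth was estimated per library from the steps between low values, at 8.00 to 9.39 M reads in the table of the 3 groups and 8.00 to 9.74 M in the other. OLZ+MINO mouse 48 shows no steps, so that its factor lies near 1. At this depth a gene with a scaled count of about 5, such as Agrp in OLZ+MINO, rests on a few reads. On data simulated from the means and spreads of the 15983 genes, each gene drawn independently, 82% of genes changed by a fold of 1.5 and 92% of those changed by a fold of 2 were recovered for OLZ against CTRL, with 68 false calls among 255. For the signature the shares were 74% and 88%, with 12 false calls among 192. Changes were placed only in genes above a minimum mean over the libraries, which Agrp does not reach. The shares therefore do not apply to low genes.

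Alternatives set before the data were examined were quantile normalization, no filter, a pseudocount of 0.1, limma without the intensity trend, only the compared groups in a fit, array quality weights, each library left out in turn, a threshold of 0.05, q values in the manner of Storey, the authors' deposited local FDR and other readings of the rule for a corrected gene. The alternatives for counts were not run. A minimum mean of 50, the fits without CTRL mouse 5 and OLZ+MINO mouse 48, q values computed from the authors' deposited local FDR, the mean of the tanycyte markers as a covariate, and the simulations and divided OLZ libraries for the genes that moved back were added after seeing the data. Data on male mice, on the low fat diet and on C. elegans were not analysed here.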

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

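The tests on mt-Rnr1 and mt-Rnr2 were chosen after their values were seen, and in MINO, a group for which the paper gives no RNA-seq result, mt-Rnr2 was higher than in CTRL in every mouse (log2 fold change 0.61, adjusted p = 0.77 from limma, two-sided exact permutation p = 0.0286), and in OLZ+MINO the log2 fold changes against CTRL were 0.64 for mt-Rnr2 and 0.73 for mt-Rnr1 (adjusted p = 0.48 and 0.40). For less efficient removal of ribosomal RNA, the share of Gm26924 and Lars2, which collect nuclear ribosomal reads, ran the other way in OLZ+MINO, below every CTRL mouse (difference of means -1.61% of the total), while in MINO the groups overlapped (difference -1.21%). CTRL mouse 5 alone held 4.61%, and without it, an alternative added after seeing the data, the differences were -0.863% and -0.464%, and this explanation stays open because the sources used here do not say whether ribosomal RNA was depleted or poly(A) RNA selected. More mitochondrial RNA of every kind is argued against as the whole cause in MINO, where the log2 ratio of mitochondrial rRNA to the 13 mitochondrial mRNAs was higher than in every CTRL mouse (difference 0.29), and cannot be told apart in OLZ+MINO, where the difference was 0.30 but the groups overlapped (exact permutation p = 0.086). A response of mitochondria to minocycline, an inhibitor of bacterial ribosomes, may be a candidate explanation and was not tested.

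In MINO, Setd1b also lay above every CTRL mouse (log2 fold change 0.67), as did Vip, a peptide of the suprachiasmatic nucleus (log2 fold change 2.36), both with an adjusted p of 0.77 from limma and a two-sided exact permutation p of 0.0286. In opposite directions, Npy was above the CTRL mean in every MINO mouse (log2 fold change 1.36) and below the OLZ mean in every OLZ+MINO mouse. Nr5a2 had a log2 fold change of 1.04 for MINO against CTRL, 0.02 to 1.94 for the single MINO mice against the CTRL mean of the log2 values, and also lay below the OLZ mean in every OLZ+MINO mouse. These differences between minocycline alone and minocycline added to olanzapine were not tested, and neither gene passed for MINO against CTRL (adjusted p = 0.77 from limma for both, exact permutation p = 0.057 and 0.11). Tanycyte markers were also higher in MINO than in CTRL in all 16 measured genes (median 0.89), and arcuate nucleus markers in 13 of 14 (median 0.50). Neither list passed camera with an estimated correlation. Different amounts of tissue in the dissected samples thus stay open for MINO too.

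Of 137 groups of 4 tested, 19 held a library far from the others, where chance gives about 1 in 20 for normally distributed values. Scaled counts are skewed and tied at low values, most genes were picked for large changes, and groups share libraries. The 19 are thus not shown to exceed chance. OLZ mouse 13 was apart in 5 of them, with scaled counts of 206 for Nr5a2 (64 to 82 in the other OLZ mice), 96 for Tshr (39 to 43), 87 for Rax (31 to 34), 52 for Adh7 (8 to 15) and 51 for Ntsr1 (87 to 90), and OLZ mouse 14 was apart for Ebf2 at 11 (26 to 29). In CTRL, mouse 4 held a Pomc value of 605, mouse 11 held 111 for Ebf2 (43 to 47) and 93 for RP23-442I7.1 (48 to 55), and mouse 5 held 1 for Car7 (17 to 18). In OLZ+MINO, mouse 48 held 498 for Shox2 (14 to 20) and 54 for Car7 (16 to 18), and mouse 40 held 47 for Npy (21 to 24) and 75 for RP23-442I7.1 (42 to 45). OLZ+MINO mouse 37 held 11 for Agrp (4 in the others), 12 for Timm8a1 (28 to 30), 21 for Tnfsf13b (15 to 16) and 7 for Adh7 (0 to 1), and mouse 47 held 0 for Nfatc4 (4 in the others).

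Markers of arcuate nucleus neurons and of tanycytes were higher in OLZ than in CTRL and OLZ+MINO, with a mean of the tanycyte list between 7.15 and 7.95 (log2) in OLZ, 5.35 and 6.19 in CTRL and 5.34 and 6.08 in OLZ+MINO, and markers of meninges and fibroblasts, another tissue, were higher in OLZ than in CTRL in all 12 genes and lower in OLZ+MINO than in OLZ in 11 of 12 (median -0.72, 1 fell, 7 when adjusted over the list alone, camera adjusted p = 0.0085 with the preset and 0.50 with an estimated correlation). In MINO mice, which had no olanzapine, the tanycyte mean was 6.15 to 7.54 in their separately scaled table, beside 5.35 to 6.21 in CTRL there. MINO mouse 31, at 7.33, and mouse 35, at 7.54, thus lay within the OLZ range. Different amounts of the arcuate nucleus and median eminence in the dissected samples cannot be told apart from a response to olanzapine: within groups, Npy had a Pearson r of 0.32 with the tanycyte mean (permutation p = 0.35, Spearman rho 0.30 with a permutation p of 0.40, 12 mice, r = -0.33 without the 2 mice farthest from the median) and Agrp 0.43 (permutation p = 0.22, rho 0.28 with a permutation p of 0.42, r = 0.33 without those 2), too few mice to decide. Of 6 genes tested so, Nfyb had r = 0.03 (permutation p = 0.94, adjusted p = 0.94, rho -0.03 with a permutation p of 0.93, r = 0.01 without those 2 mice), and Pomc and Nr5a2 had r = 0.77 and 0.79 (permutation p = 0.011 and 0.019, adjusted p = 0.058 for both, rho 0.75 and 0.74 with a permutation p of 0.021 for each, r = 0.80 and 0.61 without those 2 mice), while Tbx3 had r = 0.66 (permutation p = 0.047, adjusted p = 0.094, rho 0.55 with a permutation p of 0.10, r = 0.42 without those 2 mice). With the tanycyte mean as a covariate, the log2 fold change of Npy for OLZ against CTRL went from 2.02 (standard error 0.39) to 1.10 (standard error 0.90), that of Agrp from 2.14 to 1.09 (standard errors 0.47 and 1.10), that of Pomc from 3.36 to -1.94 (standard errors 0.85 and 1.27) and that of Nr5a2 from 2.07 (standard error 0.41) to -0.20 (standard error 0.71), that of Nfyb stayed at 0.29 (0.30 before, standard errors 0.25 and 0.10), and limma called 0 genes with 834 under an unadjusted p of 0.05. Within the fit this covariate separates every OLZ library from all CTRL and OLZ+MINO libraries, so that the loss of calls decides nothing. Pituitary tissue left on the OLZ samples also stays open, since only 2 of the 3 hormone genes chosen were measured, Cga at 47 in OLZ, 0.5 in CTRL and 2.75 in OLZ+MINO and Prl at 3.5, 0.75 and 32 (median log2 fold change 2.00 for OLZ against CTRL, groups overlapping for both). The Prl mean in OLZ+MINO rests on 1 mouse at 123 and decides nothing for the OLZ samples. Pou1f1, a pituitary transcription factor, rose by 1.52 in OLZ against CTRL (adjusted p = 0.083 from limma). For OLZ+MINO against OLZ its log2 fold change was -0.50 (adjusted p = 0.46 from limma).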

How the results depend on the processing

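No paired analysis was possible because the mouse numbers are unique to each mouse. Of the counts of genes, none stayed within 1.5 times under every alternative. For OLZ against CTRL (582), the count lay between 2 (without OLZ mouse 13) and 1470 (without OLZ+MINO mouse 48) when a library was left out. It was 35 without CTRL mouse 3, 987 without CTRL mouse 5, 37 without CTRL mouse 11, 39 without OLZ mouse 14, 928 without OLZ mouse 17 and 184 without OLZ mouse 19. It was 193 without the intensity trend, 1558 with only the compared groups, 1652 with array quality weights, 2 at a threshold of 0.05, 1264 with q values in the manner of Storey and 16 by the authors' deposited local FDR. Added after seeing the data, it was 2116 without CTRL mouse 5 and OLZ+MINO mouse 48, 34 with q values from the authors' deposited local FDR, and 0 with the mean of the tanycyte markers as a covariate (834 under an unadjusted p of 0.05). For OLZ+MINO against OLZ (1974), leaving out a library gave 187 (without OLZ mouse 13) to 2834, with 853 without OLZ mouse 14, 663 without OLZ+MINO mouse 40 and 556 without OLZ+MINO mouse 48. It was 1023 without the intensity trend, 54 at 0.05, 3223 with Storey's q values and 28 by the deposited local FDR, and, added after seeing the data, 743 without both libraries, 65 with q values from the deposited local FDR and 0 with that covariate (707 under an unadjusted p of 0.05). For OLZ+MINO against CTRL (4), leaving out a library gave 0 to 4, with 0 without CTRL mouse 3 or 4, OLZ mouse 19 or any of OLZ+MINO mice 37, 47 and 48, and 2 without OLZ mouse 14 or OLZ+MINO mouse 40 (where both fell). It was 15 without the intensity trend, 0 with only the compared groups, with array quality weights and at 0.05, and, added after seeing the data, 12 with a minimum mean of 50, 0 without both libraries, 9 with q values from the deposited local FDR and 10 with that covariate. The signature (378) held 2 (without OLZ mouse 13) to 545 genes when a library was left out, with 30 without CTRL mouse 3, 28 without CTRL mouse 11, 34 without OLZ mouse 14, 151 without OLZ mouse 19 and 202 without OLZ+MINO mouse 40. It held 117 without the intensity trend, 773 with only the compared groups and also with array quality weights, 2 at 0.05, 827 with Storey's q values, 9 by the deposited local FDR and, added after seeing the data, 17 with q values from it and 0 with that covariate. It held 580 with corrected read as OLZ+MINO against CTRL at 0.3 or above, 2121 with OLZ against the mean of the other groups, 910 from the overall F test with OLZ highest or lowest, and 923 with an unadjusted p under 0.05 in both comparisons. For MINO against CTRL (0 in limma, 1026 under an unadjusted p of 0.05), leaving out a library gave 0 to 3, with 3 without CTRL mouse 4 and 1 without MINO mouse 36. Quantile normalization and a pseudocount of 0.1 kept the counts within 1.5 times, and the absence of a filter changed nothing, since the filter removed no gene.

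The genes of largest rise or fall for OLZ against CTRL or OLZ+MINO against OLZ, and Npy, Agrp, Nr5a2 and Nfyb, were followed through the alternatives. Directions of other list members were not. None of the genes followed reversed its direction under the alternatives set before the data were examined. With the mean of the tanycyte markers as a covariate, added after seeing the data, Pomc and Nr5a2 did, from 3.36 to -1.94 and 2.07 to -0.20 for OLZ against CTRL and from -3.23 to 2.31 and -2.04 to 0.33 for OLZ+MINO against OLZ, and 9 genes were examined with it. This covariate separates every OLZ library from the others of the fit, so the loss of calls decides nothing. MINO mice 31 and 35, outside the fit, lie within the OLZ range at 7.33 and 7.54. The log2 fold change for OLZ against CTRL lost its call without OLZ mouse 13 for Npy (1.78) and Nr5a2 (1.68), and without CTRL mouse 3, CTRL mouse 11, OLZ mouse 13 or OLZ mouse 14 for Agrp (1.95, 2.04, 2.03 and 2.04). Nfyb gained its call without CTRL mouse 4 (0.33), without OLZ+MINO mouse 48 (0.30), with only the compared groups (0.30), with array quality weights (0.29) and, added after seeing the data, with a minimum mean of 50 (0.30) and without both libraries (0.30). When a library was left out, the log2 fold changes lay between 1.70 (without CTRL mouse 5) and 2.40 (without CTRL mouse 4) for Npy, 1.95 and 2.37 for Agrp, 1.68 and 2.24 for Nr5a2 and 0.23 and 0.35 for Nfyb. With the tanycyte covariate none of the 4 genes was called for OLZ against CTRL or OLZ+MINO against OLZ. Npy had 1.10 and -1.21, Agrp 1.09 and -1.29 and Nfyb 0.29 and -0.50. All other fits that tested these genes kept their calls for OLZ+MINO against OLZ at 0.3. At 0.05 Nfyb lost that call, and Npy, Agrp and Nr5a2 lost theirs for OLZ against CTRL. By the deposited local FDR, Npy and Nr5a2 lost both calls, Agrp and Nfyb none. A minimum mean of 50, added after seeing the data, leaves Agrp untested. Of 608 values of 39 results on the other genes of largest rise or fall, 476 kept their call and 132 lost it. The lists that passed camera, 18, 15, 7 and 18 in the 4 comparisons, fell to 0 with an estimated correlation (6, 6, 3 and 4 with an unadjusted p under 0.05). Apart from what fewer libraries or genes make of a test, the cause was not tested.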

Differences from the paper's values

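The paper reports 43 genes in the signature, 33 that rose with olanzapine and 10 that fell, at an FDR under 0.3, and 378, 185 and 193 were found here at an adjusted p under 0.3. Of the alternatives set before the data were examined, those without CTRL mouse 3 (30, 23 and 7) and without OLZ mouse 14 (34, 25 and 9) lie within 1.5 times of the paper's values for all 3 counts and hold 19 and 20 of the genes of Fig. 4a. The one without CTRL mouse 11 does so for the genes that fell (7) but not for the total (28) or the genes that rose (21). All other alternatives set then differ from the paper's counts. By the authors' deposited local FDR under 0.3 in both comparisons, 9 genes qualify, 7 that rose and 2 that fell, all in Fig. 4a. With q values computed from that local FDR, an alternative chosen after seeing the values, 17 qualify, all in Fig. 4a. In the authors' deposited table, the genes of Fig. 4a are the first 43, and 14 of them have a local FDR under 0.3 for OLZ against CTRL and 23 for OLZ+MINO against OLZ. In these comparisons the local FDR was 0.51 and 0.37 for Npy and 0.45 and 0.46 for Nr5a2. For Agrp it was 0.23 and 0.10, and for Nfyb 0.87 and 0.17.

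Of the 43 genes of Fig. 4a, 37 are in the signature here, and all 43 have the direction that the figure draws. The other genes are Nfyb (adjusted p = 0.31 from limma for OLZ against CTRL), Zfp449 (0.33), Mettl20 (0.33), Gm14690 (0.33), Gm10443 (0.47) and, for OLZ+MINO against OLZ, Pou1f1 (0.46). The paper names Nfyb as induced, and here it was higher in every OLZ mouse than in every CTRL mouse (log2 fold change 0.30). It passed the threshold without CTRL mouse 4, without OLZ+MINO mouse 48, with only the compared groups, with array quality weights and, chosen after seeing the values, with a minimum mean of 50 and without CTRL mouse 5 and OLZ+MINO mouse 48. Without OLZ+MINO mouse 48 and with array quality weights, Mettl20, Zfp449 and Gm14690 also passed for OLZ against CTRL, although without that library Gm14690 lost its call for OLZ+MINO against OLZ. Mettl20 further passed without the intensity trend, without CTRL mouse 5, with only the compared groups and, chosen after seeing the values, without CTRL mouse 5 and OLZ+MINO mouse 48. Zfp449 passed with only the compared groups and, chosen after seeing the values, with a minimum mean of 50, and Gm14690 with quantile normalization and without the intensity trend. Pou1f1 passed for OLZ+MINO against OLZ without the intensity trend. With q values in the manner of Storey, or with an unadjusted p under 0.05 in both comparisons, 41 of the 43 genes qualify, and with corrected read as OLZ+MINO against CTRL at 0.3 or above, 38 do. With corrected read as OLZ against the mean of the other groups, or from the overall F test with OLZ highest or lowest, all 43 genes qualify, among 2121 and 910.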

Other observations

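Minocycline alone changed no gene at an adjusted p under 0.3 from limma (1026 under an unadjusted p of 0.05, and 3 genes without CTRL mouse 4 or 1 without MINO mouse 36). Gene lists, fixed before the deposited values were examined but after Fig. 4a of these libraries had been seen, did differ with the preset correlation of camera, although none with an estimated correlation. Markers of tanycytes had a median log2 fold change of 0.89 for MINO against CTRL and were higher in all 16 measured genes, 5 of them in Fig. 4a (14 rose when adjusted over the list alone, camera adjusted p = 8.8e-09 with the preset and adjusted p = 0.44 with an estimated correlation). Markers of ependymal cells were higher in all 8 genes (median 0.49, 6 rose when adjusted over the list alone, adjusted p = 0.00065 and 0.44), those of the suprachiasmatic nucleus in 8 of 9 (median 0.98, 5 rose when adjusted over the list alone, adjusted p = 0.0017 and 0.44), and those of the mammillary nuclei were lower in all 7 (median -0.83, 2 fell when adjusted over the list alone, adjusted p = 0.011 and 0.47). Markers of arcuate nucleus neurons were higher in 13 of 14 genes (median 0.50, 5 rose when adjusted over the list alone, 3 in Fig. 4a, adjusted p = 0.0020 and 0.47) and those of blood in all 5 (median 0.66, 5 rose when adjusted over the list alone, adjusted p = 0.0017 and 0.47). Markers of endothelium were lower in all 9 genes (median -0.38, 6 fell when adjusted over the list alone, adjusted p = 0.0017 and 0.47). They are among the 18 lists that passed with the preset correlation, and no gene of any list passed the gene test. The 13 mRNAs of the mitochondrial genome were all higher (median 0.30, 11 rose when adjusted over the list alone, adjusted p = 2.7e-06 and 0.47), as they were for OLZ+MINO against CTRL (median 0.38, adjusted p = 3.6e-11 and 0.54). Between OLZ+MINO and OLZ, 11 of them rose and none fell, with mt-Nd3 at 0.58 and mt-Co3 at 0.47 (13 rose when adjusted over the list alone, adjusted p = 2.0e-08 and 0.40). All comparisons against CTRL use the same 4 mice. Endothelium markers were also lower in 8 of 9 genes in OLZ and in OLZ+MINO (medians -0.38 and -0.43). Mammillary markers were lower in all 7 in OLZ and in 5 in OLZ+MINO (medians -0.95 and -0.38). Blood markers were higher in all 5 genes in OLZ and in OLZ+MINO too (medians 0.24 and 0.28). Ependymal markers were higher in 7 of 8 genes in OLZ and in 5 of 8 in OLZ+MINO (medians 0.45 and 0.22). For these lists, a trait of the CTRL mice cannot be told apart from an effect of minocycline.

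Other lists passed camera between OLZ and OLZ+MINO with the preset correlation, and none did with an estimated one. Of 12 microglia markers, 5 fell and none rose (7 fell when adjusted over the list alone), including Fcrls at -0.87 and Tmem119 at -0.52 (camera adjusted p = 6.6e-05 with the preset and adjusted p = 0.081 with an estimated correlation), and between OLZ and CTRL none of the 12 passed the gene test (median 0.18, 3 rose when adjusted over the list alone, adjusted p = 0.033 and 0.28). Of 10 interferon response genes, 3 rose in OLZ against CTRL, Samd9l at 0.78, Psmb8 at 1.41 and Ifit1 at 0.95 (6 when adjusted over the list alone, adjusted p = 0.00039 and 0.28). Of these, 2, Samd9l and Psmb8, fell between OLZ and OLZ+MINO (8 of the list fell when adjusted over it alone, adjusted p = 0.00025 and 0.23). Of 10 oligodendrocyte markers, 4 rose between OLZ and OLZ+MINO (10 when adjusted over the list alone, median 0.44, adjusted p = 0.00026 and 0.50). Markers of the thalamus, which borders the hypothalamus, were higher in all 8 genes with none past the gene test (median 0.90, 7 rose when adjusted over the list alone, adjusted p = 0.026 and 0.53).

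For the size of the signature, 1 of the 100 assignments of the 12 libraries to groups that were drawn gave as many as 378 genes, the real one. The highest of the others gave 1. A chance result rarer than 100 draws can show is not excluded. For OLZ against CTRL (582 genes) 3 of 100 gave as many, the real one included, with a highest of 2168 among the others, and for OLZ+MINO against OLZ (1974 genes) 2 did, with a highest of 2047. For OLZ+MINO against CTRL (4 genes) chance is not excluded, as 5 of 100 gave as many and another assignment gave 788. For MINO against CTRL the 35 divisions test nothing, since 0 genes were found and no division can give fewer, and the highest of the others was 1108. Counts several times the real one under other assignments may come from a structure of the libraries, which was not tested. For gene lists past the threshold, 2 of 100 assignments gave as many as 18 for OLZ against CTRL (highest other 20), 9 gave as many as 15 for OLZ+MINO against OLZ (highest other 17), 43 gave as many as 7 for OLZ+MINO against CTRL (highest other 18), and 1 of 35 divisions, the real one, gave 18 for MINO against CTRL (highest other 14).

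Across genes, the fold changes of OLZ against CTRL and of OLZ+MINO against OLZ ran in opposite directions, with a correlation of -0.67 (genes are not independent replicates). The OLZ libraries that both comparisons share give such a relation with no effect at all, at a mean correlation of -0.50 and a mean covariance of -0.044 in 20 simulations of independent genes, against an observed covariance of -0.105. With the OLZ libraries divided, 2 for each comparison, the covariance was below 0 in all 6 divisions, with a mean of -0.060 (-0.068 to -0.054). In these libraries the relation thus remained when the comparisons shared no OLZ library. The 6 divisions reuse the same libraries and are not separate tests, and no regrouping of the libraries was run for this covariance. The rule of the signature called 2 genes with CTRL in place of OLZ as the group that differs from both others and 3 with OLZ+MINO, beside 378, and 204 and 317 beside 923 with an unadjusted p under 0.05 in both comparisons. What stays open is whether the OLZ group differs through olanzapine or through the tissue taken, as for the arcuate nucleus and tanycyte markers.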
